# DOT1L modulates the senescence-associated secretory phenotype through epigenetic regulation of IL1A

**DOI:** 10.1083/jcb.202008101

**Published:** 2021-05-26

**Authors:** Kelly E. Leon, Raquel Buj, Elizabeth Lesko, Erika S. Dahl, Chi-Wei Chen, Naveen Kumar Tangudu, Yuka Imamura-Kawasawa, Andrew V. Kossenkov, Ryan P. Hobbs, Katherine M. Aird

## Abstract

Oncogene-induced senescence (OIS) is a stable cell cycle arrest that occurs in normal cells upon oncogene activation. Cells undergoing OIS express a wide variety of secreted factors that affect the senescent microenvironment termed the senescence-associated secretory phenotype (SASP), which is beneficial or detrimental in a context-dependent manner. OIS cells are also characterized by marked epigenetic changes. We globally assessed histone modifications of OIS cells and discovered an increase in the active histone marks H3K79me2/3. The H3K79 methyltransferase disruptor of telomeric silencing 1-like (DOT1L) was necessary and sufficient for increased H3K79me2/3 occupancy at the *IL1A* gene locus, but not other SASP genes, and was downstream of STING. Modulating DOT1L expression did not affect the cell cycle arrest. Together, our studies establish DOT1L as an epigenetic regulator of the SASP, whose expression is uncoupled from the senescence-associated cell cycle arrest, providing a potential strategy to inhibit the negative side effects of senescence while maintaining the beneficial inhibition of proliferation.

## Introduction

Cellular senescence is defined as a stable cell cycle arrest that can occur due to multiple stimuli, such as oncogenic stress (Serrano et al., 1997). Although the induction of senescence upon oncogene activation (termed oncogene-induced senescence [OIS]) can result in tumor suppression, it may also result in tumor promotion and progression (Coppé et al., 2006; Ritschka et al., 2017; Sparmann and Bar-Sagi, 2004). One hallmark of senescence is the senescence-associated secretory phenotype (SASP), a proinflammatory microenvironment composed of cytokines, chemokines, matrix metalloproteinases, and other secreted factors (Acosta et al., 2008; Coppé et al., 2008; Kuilman et al., 2008). While the SASP may enhance immune cell recruitment and clearance of senescent cells, it also has detrimental side effects, resulting in chronic inflammation that contributes to tumorigenesis and chemoresistance (Coppé et al., 2008). Therefore, further understanding of how to restrict the negative effects of the SASP while maintaining the senescence-associated cell cycle arrest has implications in transformation and tumorigenesis.

Previous studies have demonstrated that the proinflammatory cytokines and chemokines of the SASP are transcriptionally regulated by nuclear factor-κB (NF-κB) and CCAAT/enhancer-binding protein β (C/EBPβ; Acosta et al., 2008; Kuilman et al., 2008). One key component of the SASP is interleukin-1α (IL1A), which is thought to be one of the critical upstream regulators of other SASP-related genes (Gardner et al., 2015; Ong et al., 2018; Orjalo et al., 2009; Wiggins et al., 2019). Indeed, cell surface IL1A expression is necessary for a positive feedback loop to promote transcription of multiple cytokines, such as *IL6*, *CXCL8* (encoding IL8), and *IL1B* (Gardner et al., 2015; Lau et al., 2019; Orjalo et al., 2009). While target of rapamycin has been implicated in translational regulation of *IL1A* (Laberge et al., 2015), less is clear about its transcriptional regulation, especially since it seems to be in part upstream of NF-κB (Orjalo et al., 2009). Furthermore, recent studies have demonstrated that the innate DNA-sensing pathway cyclic GMP-AMP synthase (cGAS)-stimulator of interferon genes (STING) is an upstream regulator of the SASP (Glück et al., 2017; Yang et al., 2017). Increased DNA damage caused by OIS and decreased nuclear lamin expression results in cytoplasmic chromatin fragments that activate cGAS-STING and the downstream effectors interferon regulator factor 3 (IRF3) and NF-κB (Di Micco et al., 2006; Dunphy et al., 2018; Glück et al., 2017; Mackenzie et al., 2017). Although cGAS-STING has been implicated in regulating the SASP during OIS, whether and how cGAS-STING affects the transcription of the key SASP regulator *IL1A* is unknown.

In addition to the SASP, another hallmark of senescence is a marked change in histone modifications (Chandra et al., 2012; Narita et al., 2003; Zhang et al., 2007). Di- and trimethylation of H3K9, repressive histone marks that are found in heterochromatin, are known to decrease proliferation-promoting genes during OIS (Narita et al., 2003). However, SASP genes are protected from heterochromatinization via HMGB2 (Aird et al., 2016), allowing their continued and increased transcription. Previous reports have demonstrated that active and repressive histone marks, such as H3K4me3 and H3K27me3, respectively, affect multiple senescence phenotypes, including the SASP (Capell et al., 2016; Ito et al., 2018; Shah et al., 2013). Another histone mark that may have a role in senescence is H3K79 (Kim et al., 2012; Wang et al., 2010), which is associated with active transcription (Wood et al., 2018). Disruptor of telomeric silencing 1-like (DOT1L) is the sole methyltransferase for H3K79 (Feng et al., 2002). Methylation of H3K79 by DOT1L has been implicated in contributing to the DNA damage response (DDR; Kari et al., 2019). Additionally, previous studies have linked decreased DOT1L and H3K79 methylation to cell cycle inhibition and senescence (Barry et al., 2009; Kim et al., 2012). However, whether DOT1L or the active histone mark H3K79 regulate the SASP is unknown.

Here, we found that the active marks H3K79me2/3 were enriched at the *IL1A* gene locus in OIS cells. Mechanistically, we determined that the H3K79 methyltransferase DOT1L is upregulated in OIS, and DOT1L is both necessary and sufficient for H3K79me2/3 occupancy at the *IL1A* locus, contributing to subsequent expression of downstream SASP genes without altering other senescence phenotypes. This phenotype correlated with changes in C/EBPβ expression but not changes in p65 phosphorylation. Upregulation of DOT1L required STING, suggesting that DOT1L upregulation downstream of STING is a feed-forward loop to increase SASP gene expression in part via C/EBPβ. Altogether, we determined that DOT1L is a mediator of IL1A and SASP expression, which is uncoupled from the senescence-associated cell cycle arrest.

## Results and discussion

### H3K79 di- and trimethylation marks are increased at the *IL1A* locus, which corresponds to increased expression of the methyltransferase DOT1L

To globally determine changes in histone modifications during senescence, we performed unbiased epiproteomics in the classic model of OIS: HRAS^G12V^ overexpression in IMR90 cells (Serrano et al., 1997), hereafter referred to as RAS (Fig. 1, A–E; and Fig. S1 A). Multiple histone marks were significantly altered, including H3K27me3 and H3K36me1, which have been previously published (Fig. 1 F and Table S1; Chandra et al., 2012; Ito et al., 2018). Interestingly, H3K79me2 and H3K79me3, active histone marks, were increased during RAS-induced senescence, while the unmodified form of H3K79 was decreased (Fig. 1 G). Increased H3K79me2/3 were also observed by Western blotting (Fig. 1 H). H3K79me2/3 were also increased in BJ-hTERT cells that were induced to senescence through BRAF^V600E^ overexpression (hereafter referred to as BRAF), suggesting that this is not oncogene or cell line specific (Fig. S1, B–G). Similar to our observations, others have observed increased H3K79 methylation during OIS (Chicas et al., 2012) and increased H3K79 methylation at telomeres in yeast-aging models (Rhie et al., 2013). We therefore sought to understand the functional role of H3K79 methylation in the regulation of OIS. 

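H3K79me3 occupancy was measured by chromatin immunoprecipitation with an antibody to trimethylated H3K79, followed by sequencing of the recovered DNA, in IMR90 cells, a line of normal human lung fibroblasts. There was 1 library from cells infected with the empty pBABE vector, hereafter control, and 1 from cells infected with pBABE-HRASG12V, hereafter RAS, each after 7 d of puromycin selection. With 1 library per condition, no difference between RAS and control has a replicate check, and no p-value is given. The authors deposited the same list of 85692 regions for both libraries, each with the Ensembl identifiers of the genes whose transcript body overlaps it and the mean height of the normalized H3K79me3 track over the region. The methods describe a pipeline on GRCh38 with Bowtie 2 and MACS2 and another on hg19 with Bowtie and HOMER, in which regions were called against input. The deposited signals equal those in Table S5 for all regions of that table that were read here, and the hg19 description is the one that refers to Table S5. The deposited values are signal heights without read counts, so the depth of either library and the precision it gives are unknown. The factor by which each track was scaled is not given in the methods text. Mean signal over the regions was 1.02 in control (median 0.920) and 1.34 in RAS (median 1.26). The log2 ratio of RAS over control was taken for each region after raising signals below 0.4 to 0.4, as in the methods. Its median over all regions was 0.47 and its SD across regions was 0.70, and 64377 regions (75.1%) had a ratio above 1. A constant factor between the libraries would move every ratio alike, so ratios of single genes are also given relative to this median. Of the regions, 82136 were assigned to 17152 genes and 3556 to none. For a gene with several regions, the signals were averaged over its regions before the ratio was taken.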

To determine the global occupancy of H3K79me3 during OIS, we performed chromatin immunoprecipitation followed by next-generation sequencing (ChIP-seq) on RAS-induced senescent cells (Gene Expression Omnibus [GEO] accession no. GSE156591). As H3K79 is an active histone mark associated with transcriptional upregulation (Wood et al., 2018), we cross compared ChIP-seq peaks with genes that increase with a fold change (FC) >1.5 and q-value (false discovery rate [FDR]) <0.25 in our RNA sequencing (RNA-seq) analysis (GEO accession no. GSE156648). This resulted in 95 common genes that were enriched in a number of pathways related to an inflammatory response (Fig. 1 I and Table S2). Therefore, we reasoned that H3K79me3 may regulate the SASP (Chien et al., 2011; Kuilman et al., 2008; Rodier et al., 2009). 

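Table S2 lists 94 genes, of which 93 were matched to an identifier with at least 1 H3K79me3 region; C2orf81 was not matched. All 93 genes had a region with a ratio of RAS over control above 1.5. In 16 of them, another region fell below control by more than the same factor. The region with the highest ratio in each gene had a log2 ratio between 1.53 and 2.41, with a median of 1.89. Across all 17152 genes with a region, the median of this value was 0.72. The Table S2 genes carried more regions, with a median of 8 per gene against 2 for all genes. Averaged over its regions, the signal of each of the 93 genes was higher in RAS than in control as deposited, with a median log2 ratio of 1.09 against 0.37 for all genes, and 81 genes exceeded 1.5-fold by this measure. The 93 genes held 1120 regions, of which 76.3% exceeded 1.5-fold. With the floor of 0.4, the 5 genes with the highest averaged ratio among the 6487 genes with at least 4 regions were PREX1, with a log2 ratio of 2.04, PRSS3 with 2.01, PDE4B with 1.88, PLEK2 with 1.88 and LPXN with 1.86, and all 5 are in Table S2. The averaged control signals of PRSS3 and PDE4B, 0.387 and 0.368, lay under the floor, so that their ratios are lower limits and their order among the 5 genes depends on it. The SD of the log2 ratios between regions was 0.30 for PREX1, 0.22 for PRSS3, 0.65 for PDE4B, 0.23 for PLEK2 and 0.65 for LPXN. The genes of Table S2 were chosen by the authors on these libraries, so their high ratios follow in part from that choice.

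**Figure D1:**
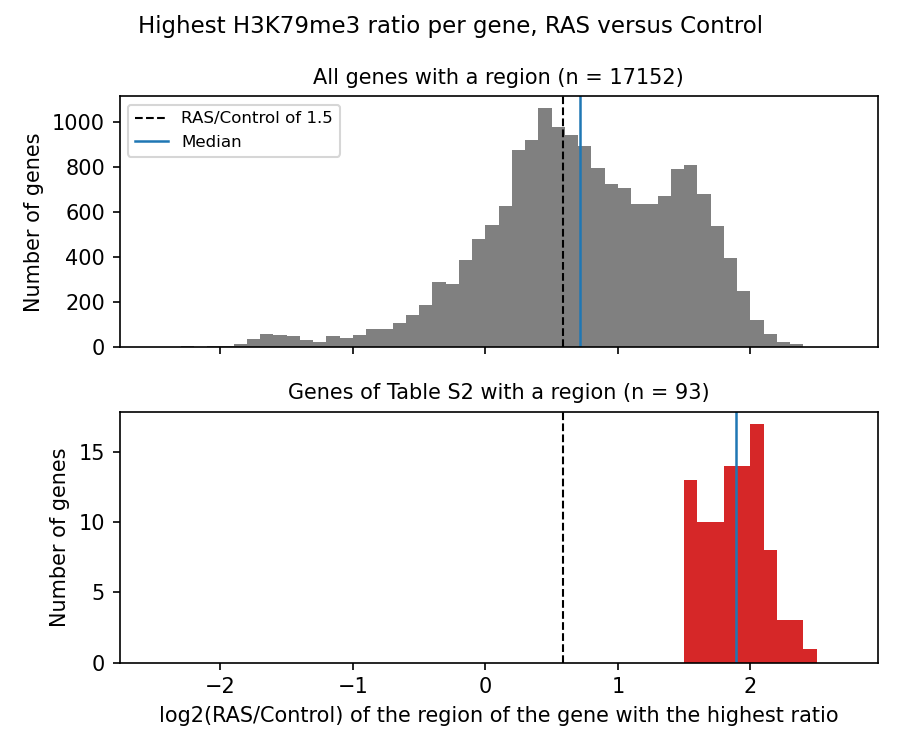
Histograms of the log2 ratio of RAS over control H3K79me3 signal in the region with the highest ratio of each gene, for all 17152 genes with a region (top) and the 93 matched genes of Table S2 (bottom). The y axes count genes, the dashed line marks a ratio of 1.5, and the blue line marks the median, 0.72 for all genes and 1.89 for Table S2 genes, none of which lies below 1.53.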

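A single H3K79me3 region was assigned to IL1A (ENSG00000115008), which encodes the cytokine interleukin-1α. Table S5 places it on chromosome 2 of hg19 from 113540391 to 113541939, a length of 1548 bp. Its mean signal was 0.321 in control and 1.29 in RAS. The control signal lay under the floor of 0.4, so that the region was at least 3.22-fold higher in RAS, a log2 ratio of 1.69. Relative to the median of all regions, the log2 ratio was 1.22. The choice of floor moved this value most. With a floor of 1 in place of 0.4, the log2 ratio was 0.37, below a ratio of 1.5, and without a floor it was 2.01. A floor of 1 lies above the median control signal of all regions, 0.920, and so replaces most control signals. The mean of both signals of the IL1A region was higher than in 21.0% of all regions. Among the 1000 regions closest to it in mean signal, 94.2% had a lower ratio.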

Upon further analysis of our ChIP-seq data, we discovered that H3K79me3 occupancy was enriched at the *IL1A* locus (Fig. 1 J). 

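IL6 (ENSG00000136244) had 2 H3K79me3 regions on chromosome 7 of hg19. In the region from 22768370 to 22769068, the mean signal was 0.969 in control and 0.857 in RAS, a log2 ratio of −0.18. The other, from 22767118 to 22767618, overlaps a second gene as well and had a signal of 1.33 in control and 0.977 in RAS, a log2 ratio of −0.45. Averaged over the 1198 bp of both regions, the log2 ratio at IL6 was −0.30, and −0.77 relative to the median of all regions. No region was assigned to IL1B (ENSG00000125538) or to CXCL8 (ENSG00000169429), which encodes interleukin-8, in the list of either library. Signal outside the listed regions was not analysed here, so no ratio is given for these genes.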

Although we did observe an increase in *IL6*, *IL1B*, and *CXCL8* expression (Fig. 1 K), which are known to be transcriptionally regulated (Aird et al., 2016; Buj et al., 2021; Capell et al., 2016; Orjalo et al., 2009), H3K79me3 occupancy was not enriched at these loci (Fig. 1 L). As IL1A is a critical upstream regulator of the SASP (Gardner et al., 2015; Laberge et al., 2015; Ong et al., 2018; Orjalo et al., 2009; Wiggins et al., 2019), these data suggest that H3K79me3 may be important for initiating the SASP via *IL1A* transcription. H3K79me2 and H3K79me3 have distinct histone patterns, with H3K79me2 preferentially at the promoter region and H3K79me3 within the gene body (Fig. 1 M; Guenther et al., 2007). ChIP-quantitative PCR (qPCR)–validated increased H3K79me2 and H3K79me3 occupancy at the *IL1A* locus in both OIS models (Fig. 1, N and O; and Fig. S1 H). Increased H3K79me2/3 at the *IL1A* gene locus corresponded to an increase in its transcription and expression at the cell surface (Fig. 1, P and Q; and Fig. S1 I), which may drive the downstream SASP. Together, these data suggest that H3K79me2/3 may play a potential role in SASP gene expression during senescence via transcriptional activation of *IL1A*.

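Among the 85692 regions, the IL1A region ranked above 97.7% by its ratio of RAS over control, and 2008 regions had a higher ratio. By the signal averaged over the regions of a gene, IL1A ranked above 99.4% of the 17152 genes. With 1 region, the value of IL1A is not an average, while averaging can draw genes with several regions toward the middle. By the region with the highest ratio in each gene, which favors genes with many regions, IL1A ranked above 91.4%. The regions of IL6 ranked above 17.7% and 10.6% of all regions. The paper first compared genes with increased H3K79me3 with genes with increased RNA, found inflammatory pathways among the common genes, and reasoned that H3K79me3 may regulate the SASP. It then found H3K79me3 enriched at IL1A but not at IL6, IL1B, and CXCL8. Since IL1A acts upstream of these cytokines, and since ChIP-qPCR, transcription and surface expression of IL1A were also increased, the paper proposes that H3K79me2/3 may have a potential role in SASP gene expression through activation of IL1A transcription. H3K79me2 and ChIP-qPCR were not analysed here.

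**Figure D2:**
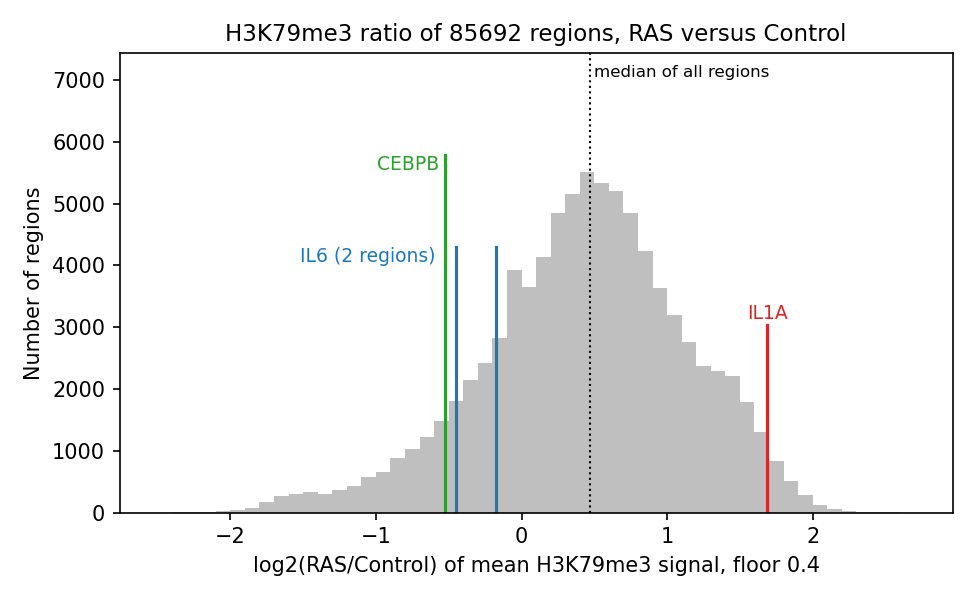
Histogram of the log2 ratio of RAS over control H3K79me3 signal for all 85692 regions, with a floor of 0.4 on each signal. The y axis counts regions, the dotted line marks the median of 0.47, and the height of the colored lines carries no value. The colored lines mark the region of IL1A at 1.69, the regions of IL6 at −0.18 and −0.45, and the region of CEBPB at −0.53.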

**Figure 1.**
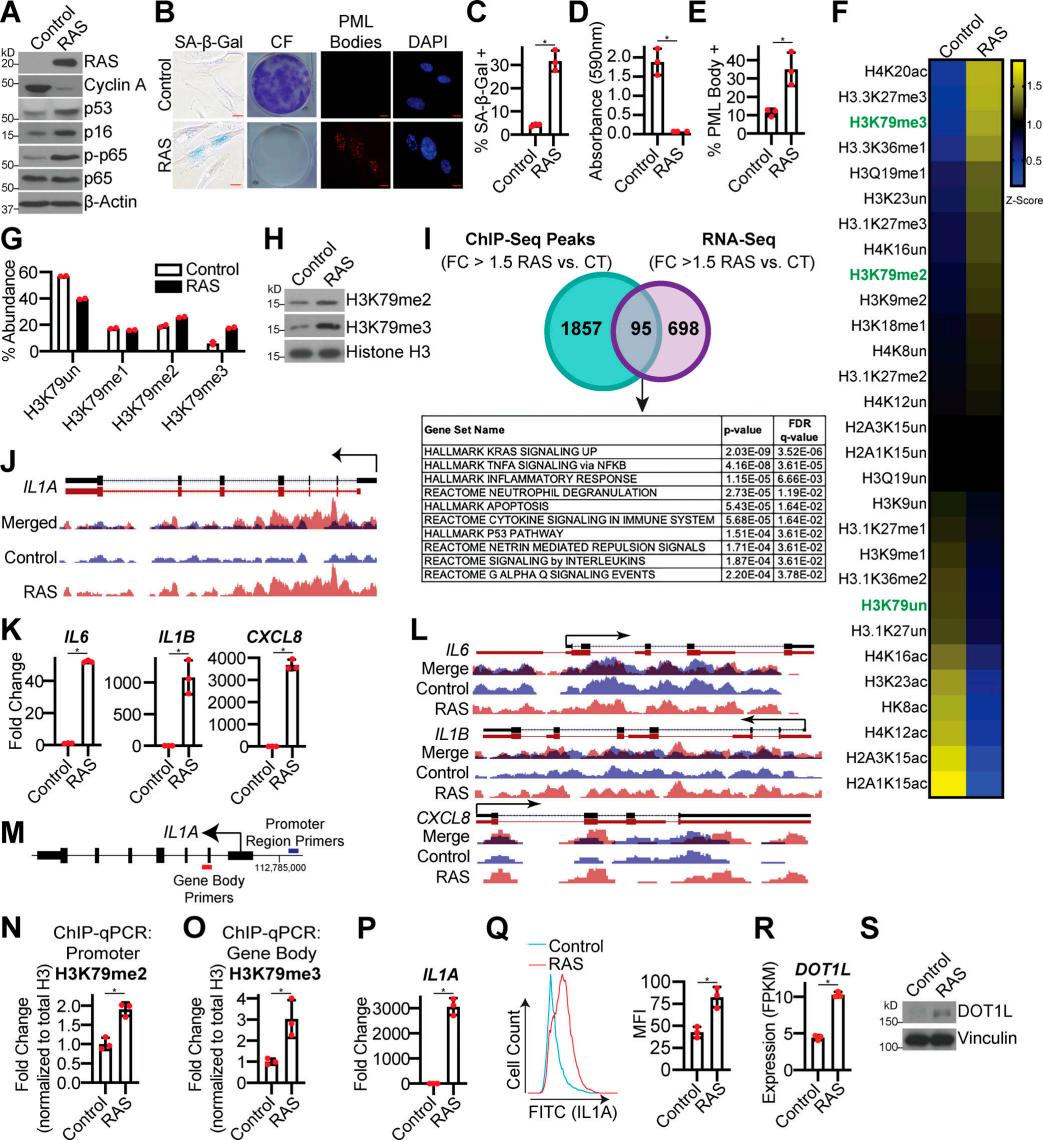
**H3K79me2/3 are increased at the *IL1A* locus during OIS, corresponding to increased DOT1L methyltransferase expression. **IMR90 cells were infected with retrovirus expressing HRas^G12V^ (RAS) or empty vector control. See Fig. S1 for time points. **(A)** Immunoblot analysis of the indicated proteins. β-Actin was used as a loading control. One of three independent experimental replicates is shown. **(B)** Senescence-associated β-galactosidase (SA-β-Gal) activity, colony formation (CF), and promyelocytic leukemia (PML) body immunofluorescence. Shown are representative images from one of three independent experimental replicates. Scale bar, 10 µm. **(C)** Quantification of SA-β-Gal activity in B. One of three independent experimental replicates is shown. Data represent mean ± SD (*n* = 3, where each dot represents >100 cells counted). *, P < 0.0004 by Student’s *t* test. **(D)** Quantification of CF in B. One of three independent experimental replicates is shown. Data represent mean ± SD (*n* = 3). *, P < 0.0008 by Student’s *t* test. **(E)** Quantification of PML body immunofluorescence in B. One of three independent experimental replicates is shown. Data represent mean ± SD (*n* = 3, where each dot represents >200 cells counted). *, P < 0.0118 by Student’s *t* test. **(F)** Heat map of unmodified, methylated, and acetylated histones determined using LC-MS/MS. Only modifications with FDR <0.1 are shown. H3K79 is marked in green. See Table S1 for raw data. **(G)** H3K79un (unmodified), H3K79me1, H3K79me2, and H3K79me3 percent abundance was determined by LC-MS/MS. Data represent mean ± SEM (*n* = 2). **(H)** H3K79me2 and H3K79me3 immunoblot analysis of chromatin fraction. Total histone H3 was used as a loading control. One of three independent experimental replicates is shown. **(I)** Cross-referencing of H3K79me3 ChIP-seq data and RNA-seq data. A total of 1,952 genes showed increased H3K79me3 occupancy (FC >1.5 RAS versus control; Table S5), and a total of 793 genes were significantly increased by RNA-seq (FC >1.5 RAS versus control; q-value [FDR] <0.25; Table S6). The 95 genes (listed in Table S2) that overlapped were subjected to GSEA. **(J)** H3K79me3 ChIP-seq track at the *IL1A* gene locus. Blue indicates H3K79me3 binding in control cells, whereas red indicates H3K79me3 binding in RAS cells. **(K)** *IL6*, *IL1B*, and *CXCL8* mRNA expression. One of five independent experimental replicates is shown. Data represent mean ± SD (*n* = 3). *, P < 0.003 by Student’s *t* test. **(L)** H3K79me3 ChIP-seq track at the *IL6, IL1B,* and *CXCL8* gene loci. Blue indicates binding of H3K79me3 in control cells, whereas red indicates binding of H3K79me3 binding in RAS cells. **(M)** Schematic of ChIP-qPCR primers for *IL1A* promoter region (H3K79me2 enrichment, indicated in blue) and gene body (H3K79me3 enrichment, indicated in red). **(N and O)** H3K79me2 binding to the *IL1A* promoter region (N) and H3K79me3 binding to the gene body (O) was determined by ChIP-qPCR and normalized to total histone H3 binding at the same site. One of three independent experimental replicates is shown. Data represent mean ± SD (*n* = 3). *, P < 0.05 by Student’s *t* test. **(P)** *IL1A* mRNA expression. One of five independent experimental replicates is shown (*n* = 3). Data represent mean ± SD (*n* = 3). *, P < 0.001by Student’s *t* test. **(Q)** Cell surface–bound IL1A was determined by flow cytometry. One of four independent experimental replicates is shown. Data represent mean ± SD (*n* = 3). *, P < 0.01 by Student’s *t* test. **(R)** *DOT1L* mRNA expression from RNA-seq. Three technical replicates from one experiment are shown. Data represent mean ± SD (*n* = 3). *, P < 0.0001 by Student’s *t* test. **(S)** Immunoblot analysis of DOT1L. Vinculin was used as a loading control. One of three independent experimental replicates is shown. MFI, median fluorescence intensity.

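Of the 17152 genes with at least 1 H3K79me3 region, 9829 had a region with a ratio of RAS over control above 1.5, and 4460 had a region with a ratio below 1/1.5. Both held for 2739 genes, and 7090 genes had only regions above 1.5 among those past the threshold. With RAS scaled so that the median log2 ratio of all regions was 0, 5964 genes had a region above 1.5 and 8207 a region below 1/1.5, which lowered the share of increases among all calls from 68.8% to 42.1%. The share of genes called increased was higher for genes with more regions. Among the 6681 genes with a single region, 28.3% were increased, against 97.6% of the 2636 genes with at least 10 regions. When every region of a gene had to exceed a ratio of 1.5, 2474 genes were increased. When the signal averaged over the regions of the gene had to exceed it, the count was 5015. Among the protein-coding genes of GENCODE release 44, 7481 had a region above 1.5. With a log2 ratio of 1.5 as the threshold, 2889 genes had a region above it. This was 1 of 22 rules tried after the values were seen.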

**Figure S1.**
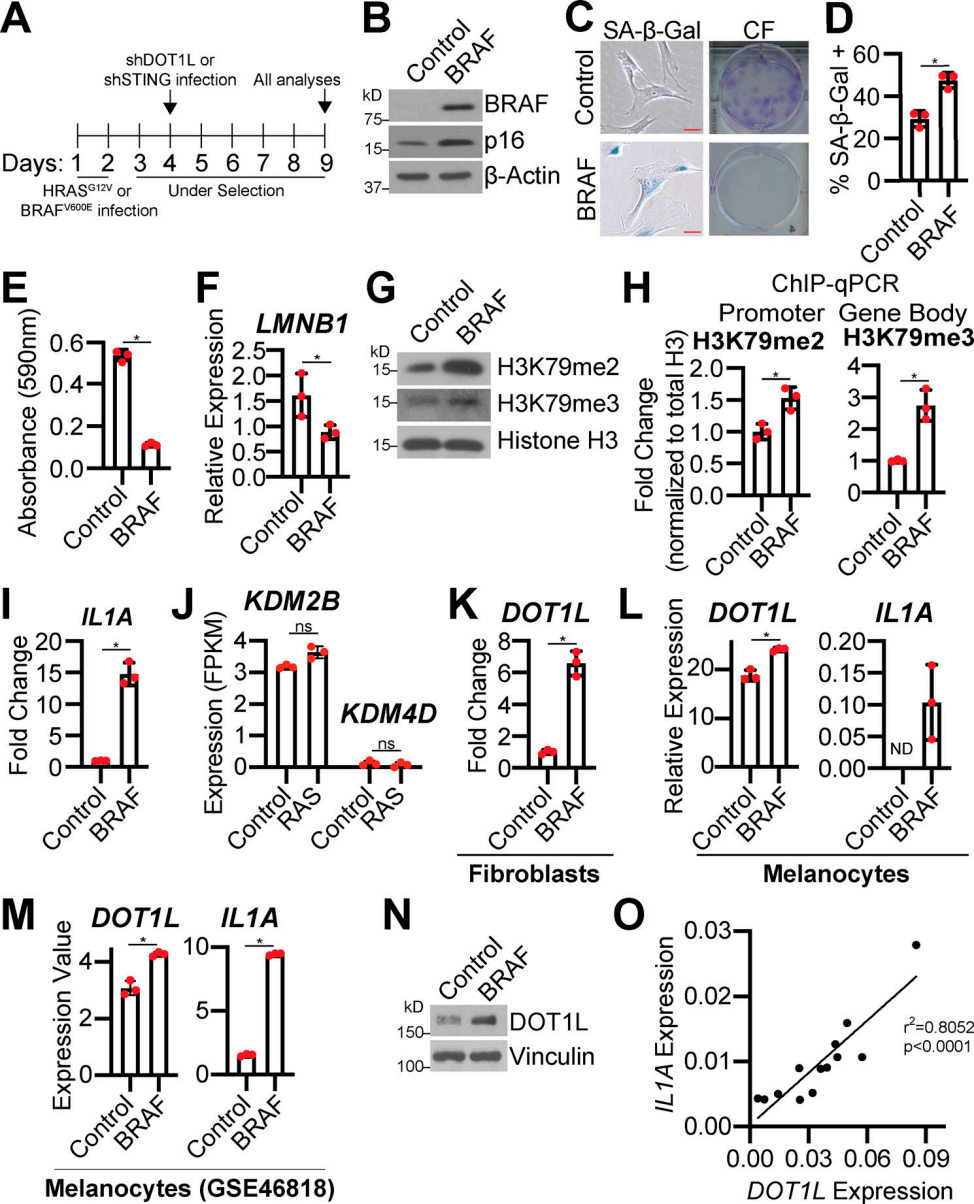
**Oncogenic BRAF induces cellular senescence and increases DOT1L expression; RAS does not affect *KDM2B* or *KDM4D* expression. **Related to Fig. 1.** (A)** Timeline of experiments. **(B–I, K, and N)** BJ-hTERT cells were infected with retrovirus-expressing BRAF^V600E^ (BRAF) or empty vector control. **(B)** Immunoblot analysis of the indicated proteins. β-Actin was used as a loading control. One of three independent experimental replicates is shown. **(C)** Senescence-associated β-galactosidase (SA-β-Gal) activity and colony formation (CF). Shown are representative images from one of three independent experimental replicates. Scale bar, 10 µm. **(D)** Quantification of SA-β-Gal activity in C. One of three independent experimental replicates is shown. Data represent mean ± SD (*n* = 3, where each dot represents >100 cells counted). *, P < 0.0004 by Student’s *t* test. **(E)** Quantification of CF in C. One of three independent experimental replicates is shown. Data represent mean ± SD (*n* = 3). *, P < 0.0008 by Student’s *t* test. **(F)** *LMNB1* mRNA expression. One of three independent experimental replicates is shown. Data represent mean ± SD (*n* = 3). *, P < 0.01 by Student’s *t* test. **(G)** H3K79me2 and H3K79me3 immunoblot analysis of chromatin fraction. Total histone H3 was used as a loading control. One of three independent experimental replicates is shown. **(H)** H3K79me2 binding to the *IL1A* promoter region and H3K79me3 binding to the gene body was determined by ChIP-qPCR and normalized to total histone H3 binding at the same site. One of two independent experimental replicates is shown. Data represent mean ± SD (*n* = 3). *, P < 0.0140 by Student’s *t* test. **(I)** *IL1A* mRNA expression. One of five independent experimental replicates is shown. Data represent mean ± SD (*n* = 3). *, P < 0.0002 by Student’s *t* test. **(J)** IMR90 cells were infected with retrovirus-expressing HRas^G12V^ (RAS) or empty vector control. *KDM2B* and *KDM4D* mRNA expression from RNA-seq. Three technical replicates from one experiment are shown. Data represent mean ± SD (*n* = 3). Not significant by Student’s *t* test. **(K)** *DOT1L* mRNA expression. One of three independent experimental replicates is shown. Data represent mean ± SD (*n* = 3). *, P < 0.05 by Student’s *t* test. **(L and M)** Primary human melanocytes were infected with retrovirus-expressing BRAF^V600E^ (BRAF) or control. **(L)** *DOT1L* and *IL1A* mRNA expression was determined by RT-qPCR. One independent experiment is shown. Data represent mean ± SD (*n* = 3). *, P < 0.005 by Student’s *t* test. **(M)** *DOT1L* and *IL1A* mRNA expression (GEO accession no. GSE46818). Data represent mean ± SD (*n* = 3). *, P < 0.005 by Student’s *t* test. **(N)** DOT1L immunoblot analysis. Vinculin was used as a loading control. One of three independent experimental replicates is shown. **(O)** RT-qPCR analysis was performed for *DOT1L* and *IL1A* expression on papillomas from mice treated with DMBA/TPA. *r*^2^ is the Pearson’s correlation coefficient (*n* = 13). ND, not detected.

Next, we aimed to determine the mechanism of increased H3K79 methylation in OIS. DOT1L is the only methyltransferase for H3K79 (Feng et al., 2002; Lacoste et al., 2002), while the lysine demethylases KDM2B and KDM4D have been implicated as H3K79 demethylases (Jbara et al., 2017; Kang et al., 2018; Leon and Aird, 2019). RNA-seq analysis of all three genes indicated that *DOT1L* is significantly upregulated in RAS-induced senescent cells, while there is no difference in either *KDM2B* or *KDM4D* expression (Fig. 1, R and S; and Fig. S1 J). *DOT1L* was also upregulated in melanocytes and fibroblasts induced to senesce by BRAF (Fig. S1, K–M; Pawlikowski et al., 2013). Consistent with mRNA expression, we observed an increase in DOT1L protein expression in both RAS- and BRAF-induced senescent cells (Fig. 1 S and Fig. S1 N). Upregulation of DOT1L expression in all these models correlated with increased *IL1A* (Fig. 1 P; and Fig. S1, I, L, and M). Consistently, we also observed a positive correlation between *DOT1L* and *IL1A* expression in mouse papillomas treated with 7,12-dimethylbenz[*a*]anthracene (DMBA)/12-*O*-tetradecanoylphorbol-13-acetate (TPA; Fig. S1 O), a known inducer of OIS and the SASP (Alimirah et al., 2020; Ritschka et al., 2017), suggesting that this phenomenon also occurs in vivo. These data provide evidence to demonstrate that DOT1L upregulation upon OIS induction occurs in multiple models and cell types and is associated with increased *IL1A*. Indeed, previous reports have shown that DOT1L suppresses senescence in yeast (Kozak et al., 2010) and plays a protective role in UV-induced melanomagenesis (Zhu et al., 2018), although other studies have shown the opposite (Barry et al., 2009; Jones et al., 2008; Kim et al., 2012; Nassa et al., 2019; Roidl et al., 2016; Song et al., 2020; Yang et al., 2019; Zhang et al., 2014), suggesting that DOT1L activity and 1H3K79 methylation are context dependent. The discrepancy between these studies is not clear; it is possible that this is an inherent distinction between model systems. At least in the context of OIS versus replicative senescence in human cells, it is possible that oncogenic stress, which is generally more robust and associated with a hyperproliferative phase that leads to replication stress and DNA damage (Aird et al., 2013; Di Micco et al., 2006), specifically leads to DOT1L upregulation and H3K79 methylation. Although further studies are required to investigate the context dependency of DOT1L and H3K79 methylation, our data demonstrate that DOT1L activity is increased in OIS.

### DOT1L expression is necessary for SASP gene expression

We next aimed to confirm that DOT1L upregulation is necessary for H3K79 methylation and *IL1A* expression in OIS cells. Knockdown of DOT1L decreased H3K79me2/3 in RAS-induced senescent cells and decreased occupancy of DOT1L and H3K79me2/3 at the *IL1A* locus but not at other SASP loci (Fig. 2, A–C). Interestingly, we noted an overall decrease in H3K79me2/3 occupancy at the *IL6*, *IL1B*, and *CXCL8* loci in RAS-induced senescent cells, which may further point to the specificity of DOT1L-mediated regulation of *IL1A*. Knockdown of DOT1L during RAS-induced senescence also corresponded to decreased *IL1A* mRNA expression, IL1A expression at the cell membrane, and decreased transcription and secretion of downstream SASP factors (Fig. 2, D–G and Table S3). The decrease in SASP was not due to rescue of the senescence-associated cell cycle arrest (Fig. 2, H–L; and Fig. S2 A). DOT1L is also a regulator of DDR, and H3K79 methylation promotes 53BP1 binding to sites of DNA double-strand breaks (FitzGerald et al., 2011; Huyen et al., 2004). Interestingly, we did not observe marked changes in 53BP1 or γH2AX foci upon DOT1L knockdown (Fig. 2, H and M), suggesting that DOT1L regulates the SASP outside its role in the DDR. Knockdown of DOT1L in BRAF-induced senescent cells or pharmacological inhibition of DOT1L in RAS-induced senescent cells decreased H3K79 methylation and SASP expression while maintaining the senescence-associated cell cycle arrest (Fig. 2, N–R­; and Fig. S1, B–F). These data indicate that DOT1L expression is necessary for the SASP but is dispensable for other senescent cell phenotypes.

**Figure 2.**
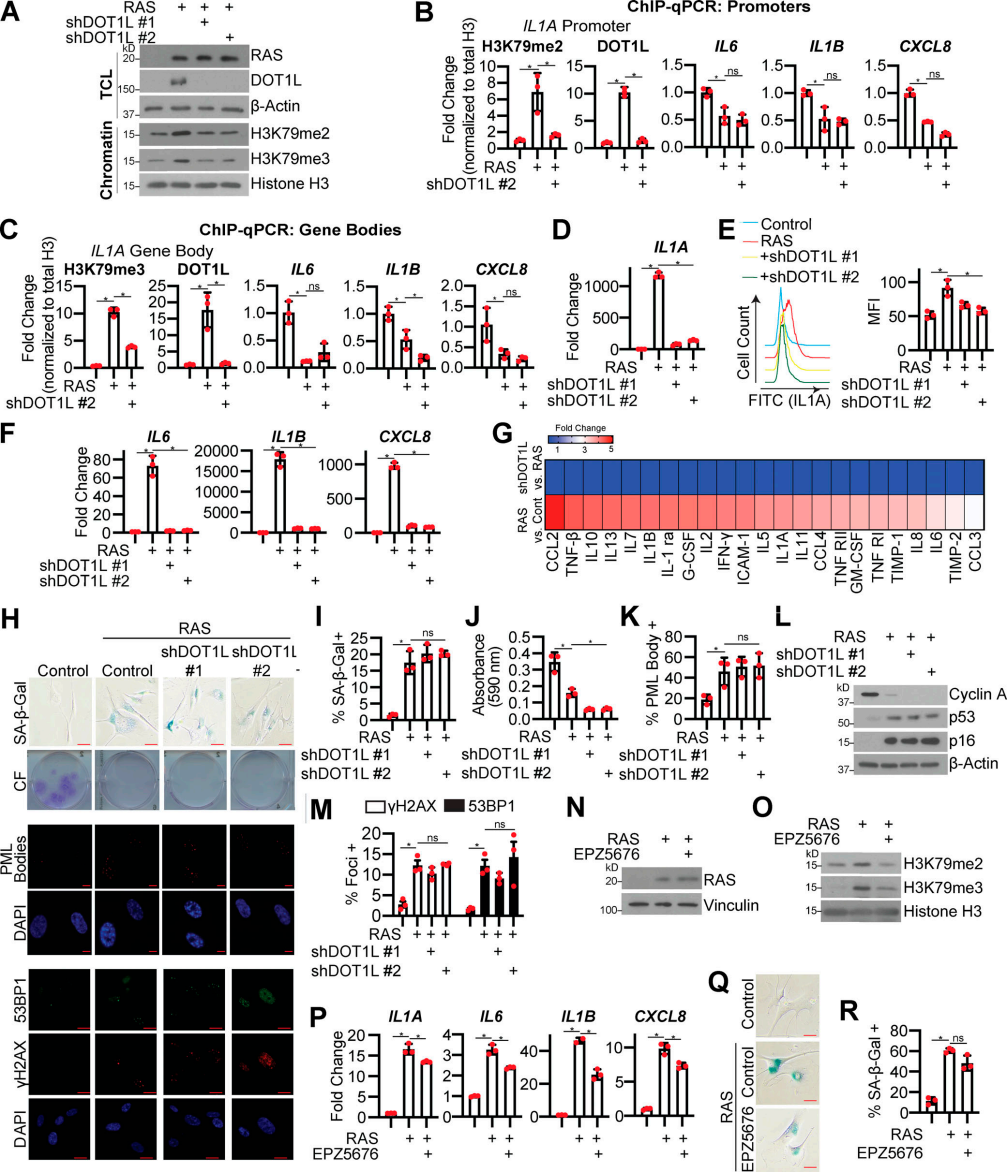
**DOT1L is necessary for H3K79me2/3 at the *IL1A* locus and SASP expression but dispensable for other senescence phenotypes. **IMR90 cells were infected with retrovirus-expressing HRAS^G12V^ (RAS) or empty vector control with or without shRNA to human DOT1L (shDOT1L) or an shGFP control. Details on time points are in Fig. S1 A. **(A)** Immunoblot analysis of total cell lysates (TCL) and chromatin fractions of the indicated proteins. β-Actin was used as a loading control for TCL. Histone H3 was used as a loading control for chromatin fractions. One of three independent experimental replicates is shown. **(B)** H3K79me2 and DOT1L binding to the *IL1A* promoter region and H3K79me2 at the promoters of *IL6*, *CXCL8*, and *IL1B* was determined by ChIP-qPCR and normalized to total histone H3 binding at the same site. One of three independent experimental replicates is shown. Data represent mean ± SD (*n* = 3). *, P < 0.05 by one-way ANOVA with Tukey’s multiple comparisons. **(C)** H3K79me3 and DOT1L binding to the *IL1A* gene body and H3K79me3 at the gene bodies of *IL6*, *CXCL8*, and *IL1B* was determined by ChIP-qPCR and normalized to total histone H3 binding at the same site. One of three independent experimental replicates is shown. Data represent mean ± SD (*n* = 3). *, P < 0.05 by one-way ANOVA with Tukey’s multiple comparisons. **(D)** *IL1A* mRNA expression was determined by RT-qPCR. One of five independent experimental replicates is shown. Data represent mean ± SD (*n* = 3). *, P < 0.01 by one-way ANOVA with Tukey’s multiple comparisons. **(E)** Cell surface–bound IL1A was determined by flow cytometry. One of four independent experimental replicates is shown. Data represent mean ± SD (*n* = 3). *, P < 0.01 by one-way ANOVA with Tukey’s multiple comparisons. **(F)** *IL6*, *IL1B*, and *CXCL8* mRNA expression was determined by RT-qPCR. One of five independent experimental replicates is shown. Data represent mean ± SD (*n* = 3). *, P < 0.01 by one-way ANOVA with Tukey’s multiple comparisons. **(G)** Secretion of SASP-related factors was detected using an antibody array. Heat map indicates FC. Data are generated from technical replicates of one independent experiment. Raw data can be found in Table S3. **(H)** Senescence-associated β-galactosidase (SA-β-Gal) activity, colony formation (CF), promyelocytic leukemia (PML) body immunofluorescence, γH2AX, and 53BP1 foci. Shown are representative images from one of three independent experimental replicates. Scale bar, 10 µm. **(I)** Quantification of SA-β-Gal activity in H. One of three independent experimental replicates is shown. Data represent mean ± SD (*n* = 3, where each dot represents >100 cells counted). *, P < 0.05 by one-way ANOVA with Tukey’s multiple comparisons. **(J)** Quantification of CF in H. One of three independent experimental replicates is shown. Data represent mean ± SD (*n* = 3). *, P < 0.05 by one-way ANOVA with Tukey’s multiple comparisons. **(K)** Quantification of PML body immunofluorescence in H. One of three independent experimental replicates is shown. Data represent mean ± SD (*n* = 3, where each dot represents >200 cells counted). *, P < 0.02 by one-way ANOVA with Tukey’s multiple comparisons. **(L)** Immunoblot analysis of indicated proteins. β-Actin was used as a loading control. One of three independent experimental replicates is shown. **(M)** Quantification of γH2AX and 53BP1 foci in H. One of three independent experimental replicates is shown. Data represent mean ± SD (*n* = 3, where each dot represents >200 cells counted). *, P < 0.05 by one-way ANOVA with Tukey’s multiple comparisons. **(N–R)** IMR90 cells were infected with retrovirus-expressing HRAS^G12V^ (RAS) or empty vector control. Four days after retroviral infection, cells were treated with 1 µM DOT1L inhibitor EPZ5676. **(N)** RAS immunoblot analysis. Vinculin was used as loading control. One of three independent experimental replicates is shown. **(O)** H3K79me2 and H3K79me3 immunoblot analysis was performed on chromatin fractions. Total histone H3 was used as loading control. One of three independent experimental replicates is shown. **(P)** *IL1A, IL6*, *IL1B*, and *CXCL8* mRNA expression was determined by RT-qPCR. One of three independent experimental replicates is shown. Data represent mean ± SD (*n* = 3). *, P < 0.01 by one-way ANOVA with Tukey’s multiple comparisons. **(Q)** SA-β-Gal activity. Shown are representative images from one of three independent experimental replicates. Scale bar, 10 µm. **(R)** Quantification of SA-β-Gal activity in P. One of three independent experimental replicates is shown. Data represent mean ± SD (*n* = 3, where each dot represents >100 cells counted). *, P < 0.0005 by one-way ANOVA with Tukey’s multiple comparisons. Cont, control; MFI, median fluorescence intensity.

**Figure S2.**
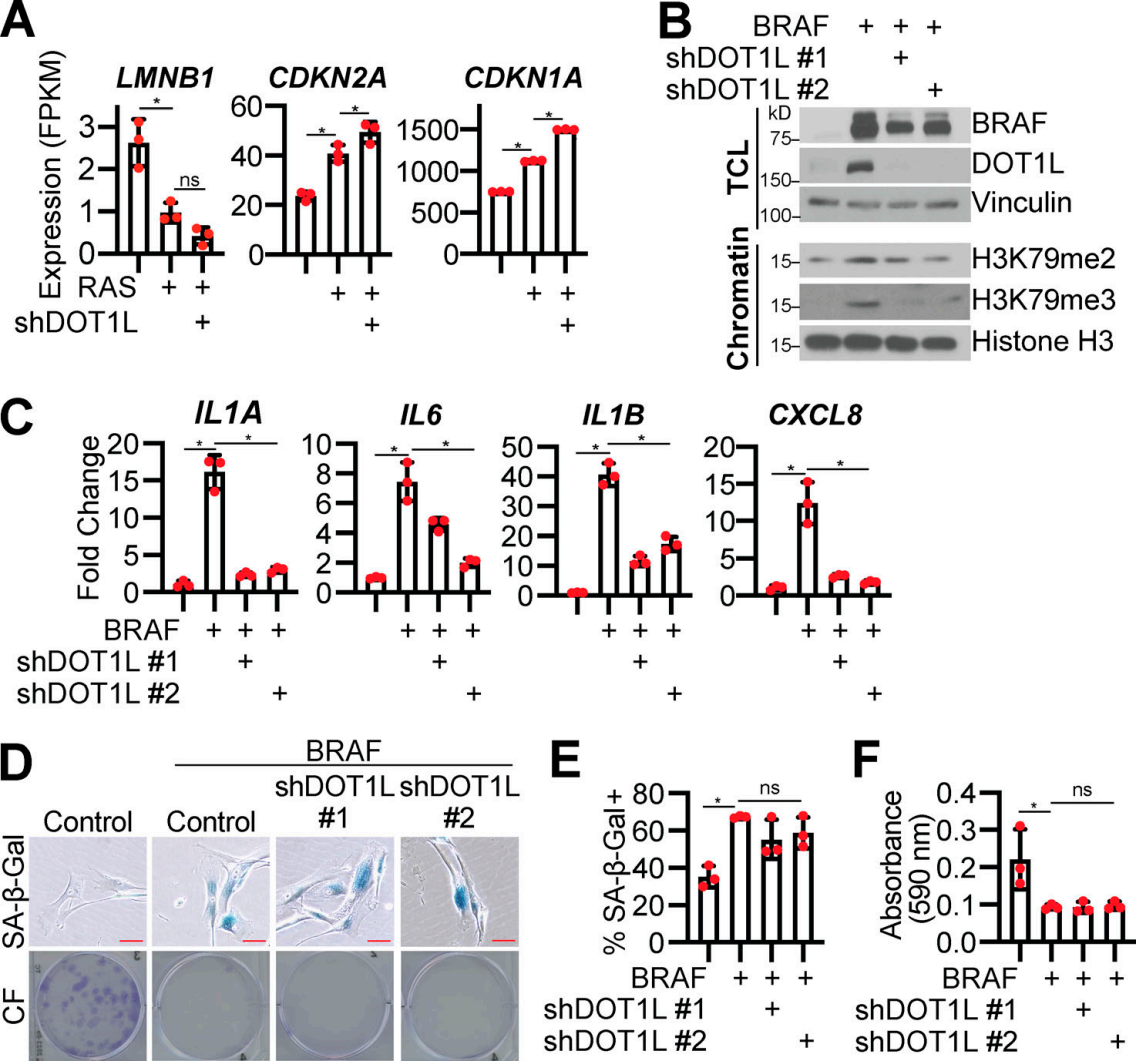
**DOT1L knockdown in BRAF-induced senescent cells decreases SASP and maintains cells in a senescence-associated cell cycle arrest.**Related to Figs. 2 and 3.** (A)** IMR90 cells were infected with retrovirus-expressing HRas^G12V^ (RAS) or empty vector control. *LMNB1*, *CDKN2A*, and *CDKN1A* mRNA expression from RNA-seq. Three technical replicates from one experiment are shown. Data represent mean ± SD (*n* = 3). *, P < 0.05 by one-way ANOVA with Tukey’s multiple comparisons. **(B–F)** BJ-hTERT cells were infected with retrovirus-expressing BRAF^V600E^ (BRAF) or empty vector control with or without lentivirus-expressing an shRNA to human DOT1L (shDOT1L) or shGFP control. **(B)** Immunoblot analysis of total cell lysates (TCL) and chromatin fractions of the indicated proteins. Vinculin was used as a loading control for TCL. Histone H3 was used as a loading control for chromatin fractions. One of three independent experimental replicates is shown. **(C)** *IL1A*, *IL6*, *IL1B*, and *CXCL8* mRNA expression was determined by RT-qPCR. One of three independent experimental replicates is shown. Data represent mean ± SD (*n* = 3). *, P < 0.05 by one-way ANOVA with Tukey’s multiple comparisons. **(D)** Senescence-associated β-galactosidase (SA-β-Gal) activity and colony formation (CF). Shown are representative images from one of three experimental replicates. Scale bar, 10 µm. **(E)** Quantification of SA-β-Gal activity in D. One of three independent experimental replicates is shown. Data represent mean ± SD (*n* = 3, where each dot represents >100 cells counted). *, P < 0.05 by one-way ANOVA with Tukey’s multiple comparisons. **(F)** Quantification of CF in D. One of three independent experimental replicates is shown. Data represent mean ± SD (*n* = 3). *, P < 0.05 by one-way ANOVA with Tukey’s multiple comparisons.

We next aimed to determine whether the observed changes in DOT1L-mediated *IL1A* expression are directly linked to downstream SASP transcription and the effects of DOT1L knockdown on SASP transcription factors p65 (NF-κB subunit) and C/EBPβ (Chien et al., 2011; Kuilman et al., 2008; Orjalo et al., 2009). Overexpression of IL1A in senescent cells with DOT1L knockdown rescued expression of *IL6*, *IL1B*, and *CXCL8* (Fig. 3, A and B), consistent with the idea that DOT1L regulates the SASP directly through IL1A. Interestingly, we did not observe changes in phosphorylated p65 (p-p65; Fig. 3 C), although one possible caveat to our study is that the nuclear translocation (Fagerlund et al., 2005; Liang et al., 2013) or DNA-binding ability (Gerritsen et al., 1997; Perkins, 2007) of p65 may be affected by DOT1L knockdown. In contrast, C/EBPβ expression was decreased by DOT1L knockdown and partially rescued by IL1A overexpression (Fig. 3, C and D). Consistently, previous reports have shown that knockdown or activation of IL1A positively correlates with C/EBPβ expression (Hop et al., 2019; Montes et al., 2015; Yang et al., 2015). Similar to what others have shown, our data suggest that changes in C/EBPβ and *IL6*, *IL1B*, and *CXCL8* expression are downstream of IL1A (Orjalo et al., 2009) and not simply a consequence of decreased C/EBPβ due to DOT1L knockdown. Indeed, *CEBPB* is likely not a direct target of DOT1L as H3K79me3 was not enriched at this locus (Fig. 3 E). 

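A single region of 5365 bp was assigned to CEBPB (ENSG00000172216), on chromosome 20 of hg19 from 48807611 to 48812976 as given in Table S5. Its mean H3K79me3 signal was 3.06 in control and 2.12 in RAS, a log2 ratio of −0.53. Relative to the median of all regions, the log2 ratio was −0.997. Occupancy at CEBPB was above the median of all regions in both libraries and lower in RAS than in control. Its ratio ranked above 9.05% of all regions, and 77934 regions had a higher one.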

Altogether, our data directly demonstrate that DOT1L-mediated *IL1A* expression contributes to downstream SASP gene expression and suggest a role for C/EBPβ in this process.

**Figure 3.**
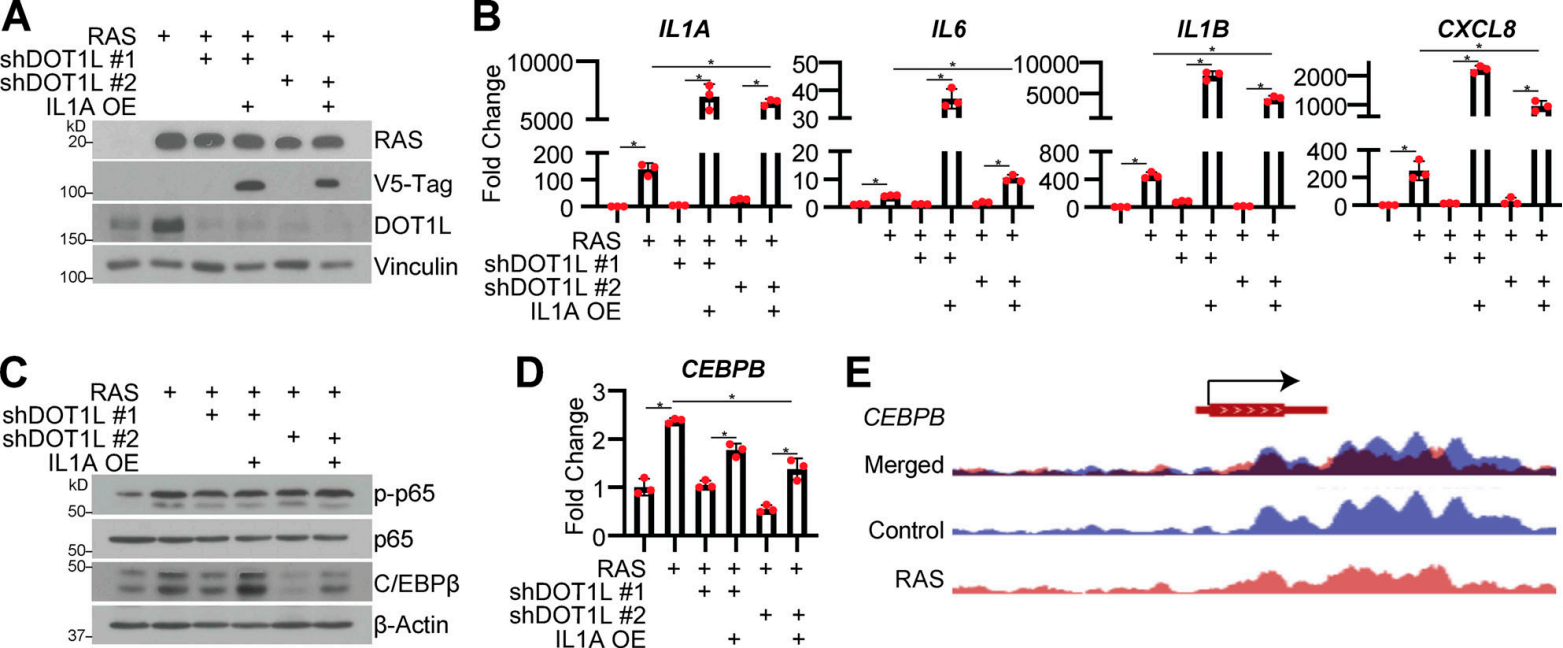
**Overexpression (OE) of IL1A in DOT1L knockdown cells rescues SASP gene expression and corresponds to C/EBPβ expression. **IMR90 cells were infected with retrovirus-expressing HRAS^G12V^ (RAS) or empty vector control followed by a simultaneous infection with or without shRNA to human DOT1L (shDOT1L) or shGFP control and lentivirus-expressing V5-tagged IL1A or empty vector control. **(A)** Immunoblot analysis of the indicated proteins. Vinculin was used as a loading control. One of three independent experimental replicates is shown. **(B)** *IL1A*, *IL6*, *IL1B*, and *CXCL8* mRNA expression was determined by RT-qPCR. One of five independent experimental replicates is shown. Data represent mean ± SD (*n* = 3). *, P < 0.01 by one-way ANOVA with Tukey’s multiple comparisons. **(C)** Immunoblot analysis of indicated proteins. β-Actin was used as a loading control. One of three independent experimental replicates is shown. **(D)** *CEBPB* mRNA expression was determined by RT-qPCR. One of five independent experimental replicates is shown. Data represent mean ± SD (*n* = 3). *, P < 0.01 by one-way ANOVA with Tukey’s multiple comparisons. **(E)** H3K79me3 ChIP-seq track at the *CEBPB* gene locus. Blue indicates binding of H3K79me3 in control cells, whereas red indicates binding of H3K79me3 binding in RAS cells.

### DOT1L is sufficient to modestly increase SASP expression

We next sought to determine whether DOT1L and H3K79me2/3 are sufficient for SASP induction. Toward this goal, we overexpressed DOT1L in normal IMR90 or BJ-hTERT fibroblasts (Fig. 4, A and B; and Fig. S3 A). Overexpression of DOT1L increased H3K79me2/3 and increased occupancy of both DOT1L and these active marks at the *IL1A* locus but not at the *IL6*, *IL1B*, or *CXCL8* loci (Fig. 4, C–E; and Fig. S3 B). Increased DOT1L corresponded to an increase in *IL1A* transcription, cell surface expression, and downstream SASP gene expression and secretion (Fig. 4, F–I; Fig. S3, C and D; and Table S3). Notably, the increase in SASP gene expression is 10–100 times less in DOT1L-overexpressing cells compared with OIS cells, indicating that other mechanisms are in play to fully promote SASP gene transcription. Overexpression of DOT1L did not affect other markers of senescence (Fig. 4, J–M; and Fig. S3, E–G), suggesting that the increase in SASP genes is not an indirect effect of senescence induction by DOT1L. Together with data that DOT1L knockdown does not bypass senescence (Fig. 2), these data demonstrate that DOT1L specifically regulates the SASP and is uncoupled from other senescence phenotypes. cGAS-STING is activated by cytosolic DNA during senescence due to increased DNA damage accumulation and decreased LMNB1 expression (Dou et al., 2017; Glück et al., 2017). Interestingly, we found that overexpression of DOT1L alone increased H3K79me2/3 occupancy at *IL1A* and increased SASP gene expression without inducing DNA damage or altering *LMNB1* expression (Fig. 4, K and N; and Fig. S3 H). Finally, overexpression of DOT1L did not affect p65 phosphorylation, while C/EBPβ was increased at both the RNA and the protein level (Fig. 4 O; and Fig. S3, I and J). Indeed, because C/EBPβ cooperates with the NF-κB transcription complex to allow for the transcriptional activation of downstream SASP genes, such as *CXCL8* (Kuilman et al., 2008; Orjalo et al., 2009), one possibility whereby the SASP expression is significantly lower in DOT1L-overexpressing cells compared with OIS cells is that p65 is not phosphorylated. An additional question remains: How is DOT1L specifically recruited to the *IL1A* gene locus? DOT1L binding to chromatin is promoted by monoubiquitination of histone H2B on lysine 120 (H2BK120Ub; Briggs et al., 2002; Kleer et al., 2002; McGinty et al., 2008), and it is possible that H2BK120Ub is elevated at the *IL1A* locus. Indeed, H3K4 methylation, which is also activated by H2BK120Ub (Kim et al., 2009), is upregulated by mixed-lineage leukemia protein-1 at SASP gene loci (Capell et al., 2016). Additionally, DOT1L has multiple binding partners or inhibitors that could affect its recruitment to particular loci, including C/EBPβ itself (Altaf et al., 2007; Cho et al., 2015; Fingerman et al., 2007; Liu et al., 2018; Wakeman et al., 2012; Wood et al., 2018). Future experiments will be aimed at determining the exact mechanism of DOT1L recruitment to the *IL1A* locus in senescence. Nevertheless, these data indicate that DOT1L overexpression is sufficient to modestly induce SASP expression at least in part through increased H3K79me2/3 at the *IL1A* locus and correlates with C/EBPβ expression.

**Figure 4.**
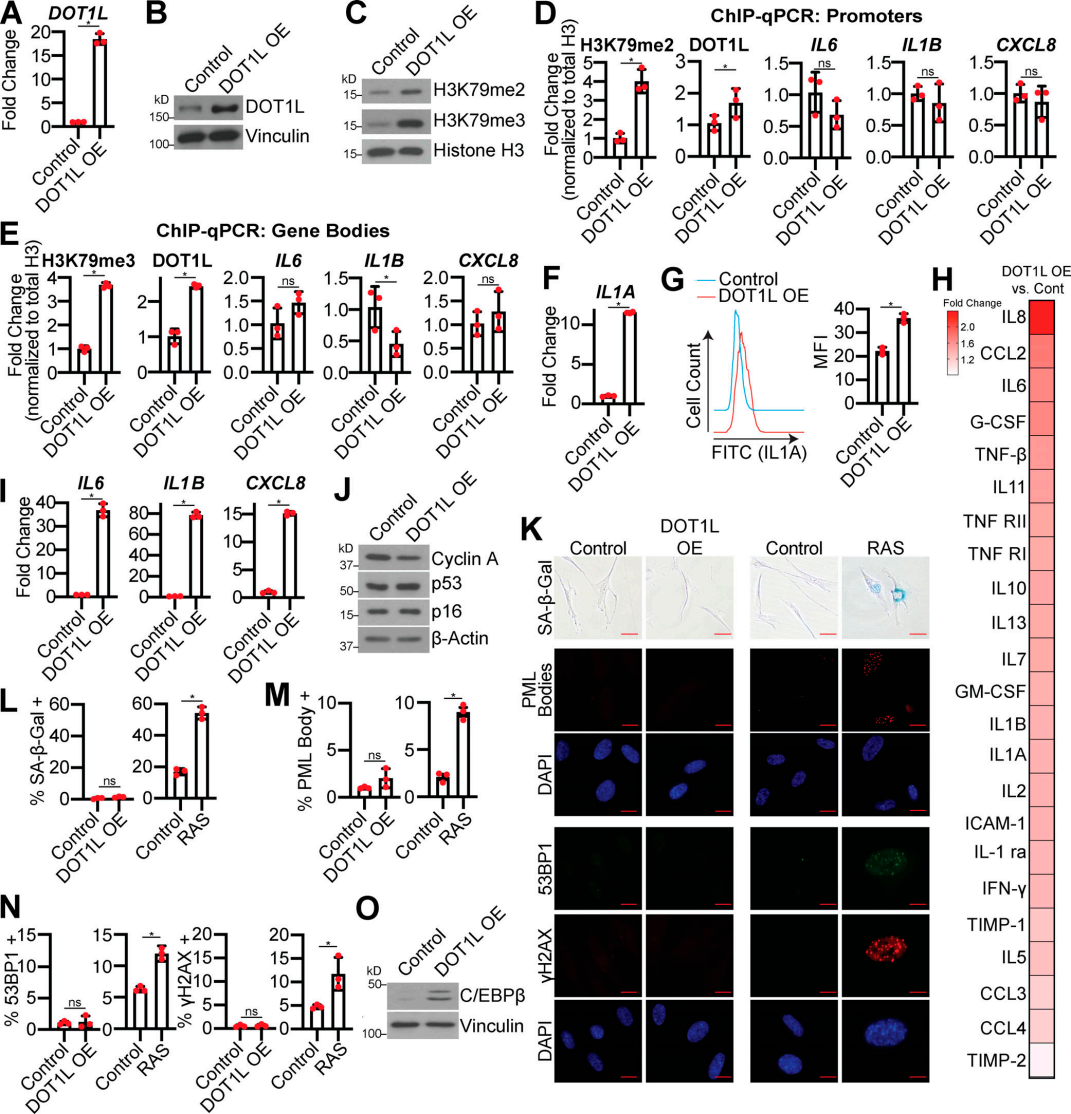
**DOT1L overexpression (OE) increases H3K79me2/3 at the *IL1A* locus and is sufficient for SASP gene expression but does not affect other senescence phenotypes. **IMR90 cells were infected with retrovirus-expressing human DOT1L or empty vector control. In some experiments, as a positive control, IMR90 cells were infected with retrovirus-expressing HRAS^G12V^ (RAS) or empty vector control. **(A)** *DOT1L* mRNA expression. One of three independent experimental replicates is shown. Data represent mean ± SD (*n* = 3). *, P < 0.001 by Student’s *t* test. **(B)** DOT1L immunoblot analysis. Vinculin was used as a loading control. One of five independent experimental replicates is shown. **(C)** H3K79me2 and H3K79me3 immunoblot analysis on chromatin fractions. Total histone H3 was used as loading control. One of three independent experimental replicates is shown. **(D)** H3K79me2 and DOT1L binding to the *IL1A* promoter region and H3K79me2 at the promoters of *IL6*, *CXCL8*, and *IL1B* was determined by ChIP-qPCR and normalized to total histone H3 binding at the same site. One of three independent experimental replicates is shown. Data represent mean ± SD (*n* = 3). *, P < 0.05 by Student’s *t* test. **(E)** H3K79me3 and DOT1L binding to the *IL1A* gene body and H3K79me3 at the gene bodies of *IL6*, *CXCL8*, and *IL1B* was determined by ChIP-qPCR and normalized to total histone H3 binding at the same site. One of three independent experimental replicates is shown. Data represent mean ± SD (*n* = 3). *, P < 0.05 by Student’s *t* test. **(F)** *IL1A* mRNA expression was determined by RT-qPCR. One of five independent experimental replicates is shown. Data represent mean ± SD (*n* = 3). *, P < 0.006 by Student’s *t* test. **(G)** Cell surface–bound IL1A was determined by flow cytometry. One of four independent experimental replicates is shown. Data represent mean ± SD (*n* = 3). *, P < 0.001 by Student’s *t* test. **(H)** Secretion of SASP-related factors were detected by antibody array. Heat map indicates FC of DOT1L OE versus control. Data are generated from technical replicates of one independent experiment. Raw data can be found in Table S3. **(I)** *IL6*, *IL1B*, and *CXCL8* mRNA expression was determined by RT-qPCR. One of five independent experimental replicates is shown. Data represent mean ± SD (*n* = 3). *, P < 0.0001 by Student’s *t* test. **(J)** Immunoblot analysis of the indicated proteins. β-Actin was used as a loading control. One of three independent experimental replicates is shown. **(K)** Senescence-associated β-galactosidase (SA-β-Gal) activity, promyelocytic leukemia (PML) body immunofluorescence, and γH2AX and 53BP1 foci. Shown are representative images from one of three independent experimental replicates. Scale bar, 10 µm. **(L)** Quantification of SA-β-Gal activity in K. One of three independent experimental replicates is shown. Data represent mean ± SD (*n* = 3, where each dot represents >100 cells counted). *, P < 0.05 by Student’s *t* test. **(M)** Quantification of PML body immunofluorescence in K. One of three independent experimental replicates is shown. Data represent mean ± SD (*n* = 3, where each dot represents >200 cells counted). *, P < 0.01 by Student’s *t* test. **(N)** Quantification of 53BP1 and γH2AX foci in K. One of three independent experimental replicates is shown. Data represent mean ± SD (*n* = 3, where each dot represents >200 cells counted). *, P < 0.005 by Student’s *t* test. **(O)** C/EBPβ protein expression was determined by immunoblot. Vinculin was used as a loading control. One of six independent experimental replicates is shown. Cont, control; MFI, median fluorescence intensity.

**Figure S3.**
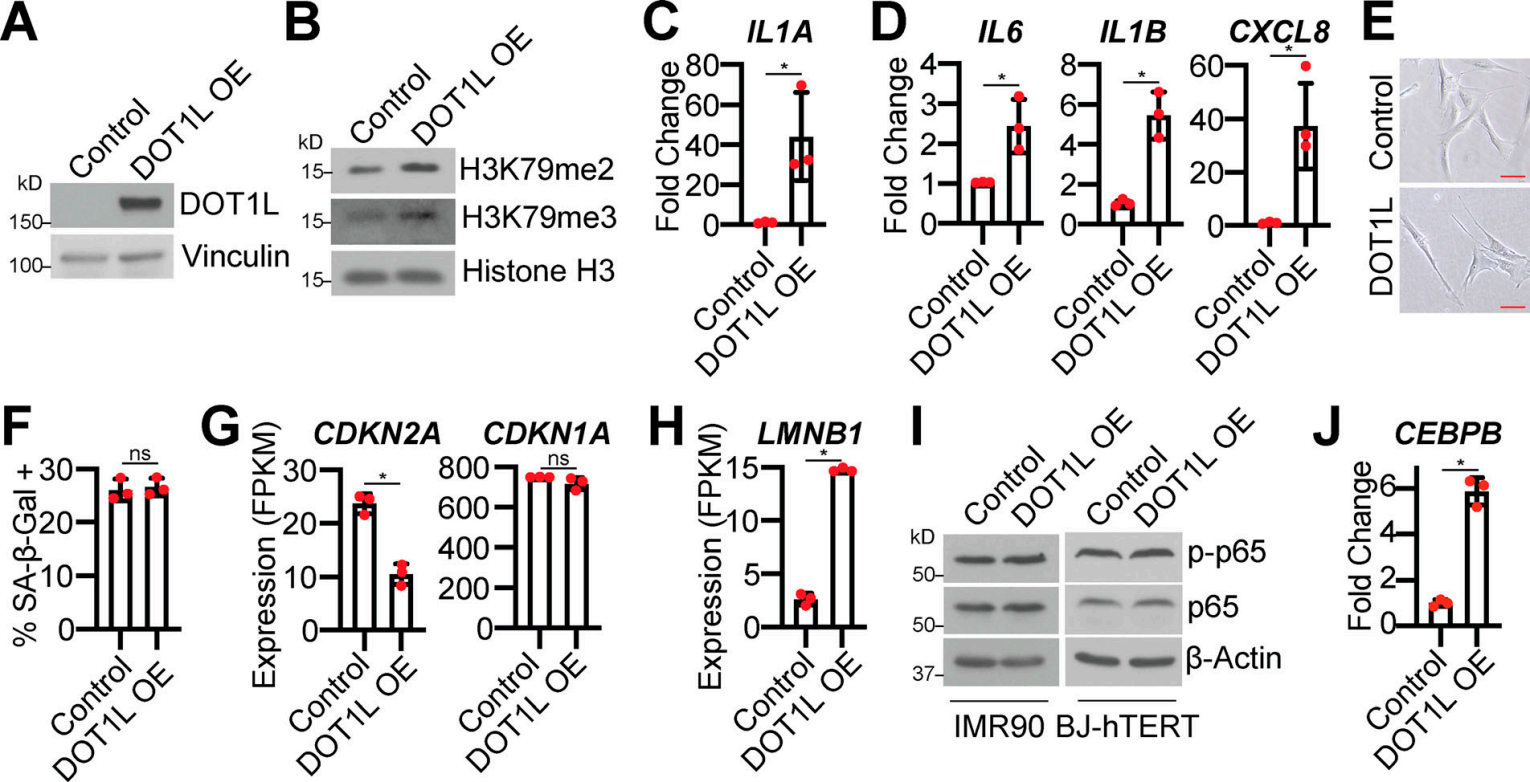
**DOT1L overexpression (OE) in BJ-hTERT cells induces the SASP but not a senescence-associated cell cycle arrest or DNA damage accumulation; p-p65 is not affected by DOT1L OE.**Related to Fig. 4.** (A–F and I)** BJ-hTERT cells were infected with retrovirus-expressing human DOT1L or empty vector control. **(A)** Immunoblot analysis of DOT1L. Vinculin was used as a loading control. One of three independent experimental replicates is shown. **(B)** H3K79me2 and H3K79me3 immunoblot analysis on chromatin fractions. Histone H3 was used as a loading control. One of three independent experimental replicates is shown. **(C)** *IL1A* mRNA expression was determined by RT-qPCR. One of three independent experimental replicates is shown. Data represent mean ± SD (*n* = 3). *, P < 0.0001 by Student’s *t* test. **(D)** *IL6*,* IL1B*, and* CXCL8* mRNA expression was determined by RT-qPCR. One of three independent experimental replicates is shown. Data represent mean ± SD (*n* = 3). *, P < 0.0001 by Student’s *t* test. **(E)** Senescence-associated β-galactosidase (SA-β-Gal) activity. Shown are representative images from one of three independent experimental replicates. Scale bar, 10 µm. **(F)** Quantification of SA-β-Gal in E. One of three independent experimental replicates is shown. Data represent mean ± SD (*n* = 3, where each dot represents >100 cells counted). Not significant by Student’s *t* test. **(G–J)** IMR90 cells were infected with retrovirus-expressing human DOT1L or empty vector control. **(G)** *CDKN2A* and *CDKN1A* mRNA expression from RNA-seq. Three technical replicates from one experiment are shown. Data represent mean ± SD (*n* = 3). *, P < 0.005 by Student’s *t* test. **(H)** *LMNB1* expression from RNA-seq. Three technical replicates from one experiment are shown. Data represent mean ± SD (*n* = 3). *, P < 0.0001 by Student’s *t* test. **(I)** Immunoblot analysis of p-p65 and total p65 in IMR90 and BJ-hTERT cells as indicated. β-Actin was used as a loading control. One of three independent experimental replicates is shown. **(J)** *CEBPB* mRNA expression was determined by RT-qPCR. One of six independent experimental replicates is shown. Data represent mean ± SD (*n* = 3). *, P < 0.005 by Student’s *t* test.

### DOT1L is increased downstream of STING

Finally, we aimed to determine the upstream mediators of DOT1L transcriptional upregulation. Previous studies in yeast have indicated that DOT1L is cell cycle regulated (Feng et al., 2002; Kim et al., 2014); however, this is likely not the case in our model as cells are senescent (Fig. 1, A–E). Reports have demonstrated a role for cGAS in regulating the paracrine effects of the SASP via STING (Dou et al., 2017; Glück et al., 2017; Yang et al., 2017). A previous report linked the cGAS-STING pathway with toll-like receptor 2 (TLR2; Hari et al., 2019), and DOT1L is upregulated by activation of multiple TLRs (Chen et al., 2020). Therefore, we aimed to determine whether STING is upstream of DOT1L and H3K79 methylation during OIS. STING knockdown decreased *DOT1L* expression and H3K79me2/3 expression in OIS cells (Fig. 5, A–D). As expected, STING knockdown decreased *IL1A* mRNA expression and transcription of downstream cytokines *IL6*,* IL1B*, and *CXCL8* (Fig. 5 E). This was not due to rescue of senescence or changes in DNA damage (Fig. 5, F–L). Rescue experiments using overexpression of DOT1L in STING knockdown OIS cells abrogated the decrease in H3K79me2/3 and *IL1A* expression and rescued the expression of downstream cytokines (Fig. 5, A–E). Together with our previous results, our data implicate the STING pathway in regulating the senescence microenvironment in part through DOT1L-mediated epigenetic control of *IL1A* and further suggest that DOT1L expression participates in a feed-forward mechanism to amplify SASP gene transcription at least in part via C/EBPβ (Fig. 5 M), although the exact mechanism remains to be determined. For instance, future studies are needed to determine whether NF-κB or IRF3, which are both downstream of STING (Chen et al., 2016), directly or indirectly increase *DOT1L*.

**Figure 5.**
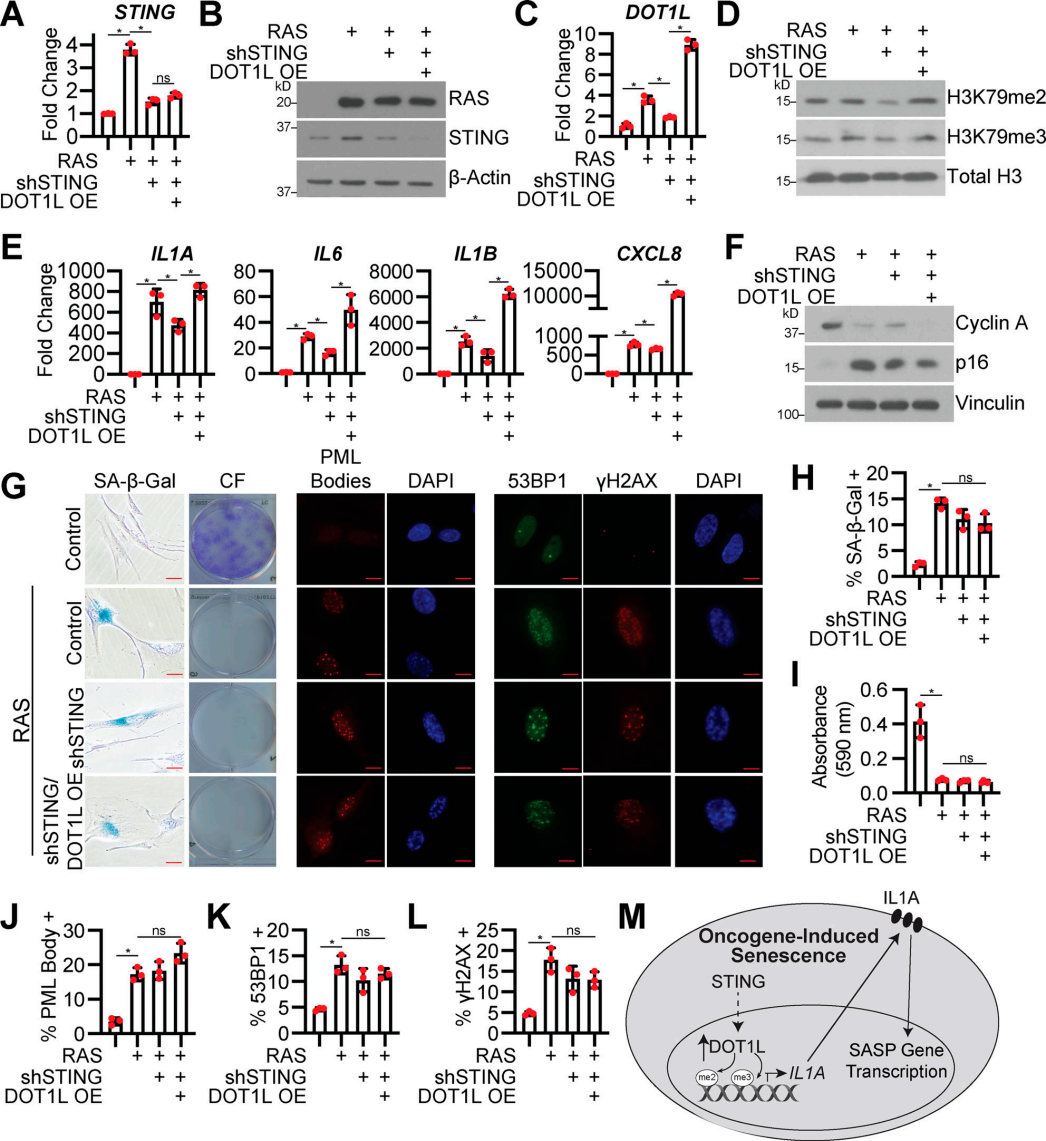
**STING is necessary for DOT1L expression to promote the SASP. **IMR90 cells were infected with retrovirus-expressing HRas^G12V^ (RAS) or empty vector control with or without lentivirus expressing an shRNA to human STING (shSTING) or shGFP control with or without overexpression of DOT1L (DOT1L OE) or empty vector control. **(A)** *STING* mRNA expression was determined by RT-qPCR. One of three independent experimental replicates is shown. Data represent mean ± SD (*n* = 3). *, P < 0.0001 by one-way ANOVA with Tukey’s multiple comparisons. **(B)** RAS and STING immunoblot analysis. β-Actin was used as a loading control. One of three independent experimental replicates is shown. **(C)** *DOT1L* mRNA expression was determined by RT-qPCR. One of three independent experimental replicates is shown. Data represent mean ± SD (*n* = 3). *, P < 0.0001 by one-way ANOVA with Tukey’s multiple comparisons. **(D)** H3K79me2 and H3K79me3 immunoblot analysis on the chromatin fraction. Total histone H3 was used as loading control. One of three independent experimental replicates is shown. **(E)** *IL1A*, *IL6*, *IL1B*, and *CXCL8* mRNA expression was determined by RT-qPCR. One of five independent experimental replicates is shown. Data represent mean ± SD (*n* = 3). *, P < 0.001 by one-way ANOVA with Tukey’s multiple comparisons. **(F)** Immunoblot analysis for the indicated proteins. Vinculin was used as a loading control. One of three independent experimental replicates is shown. **(G)** Senescence-associated β-galactosidase (SA-β-Gal) activity, colony formation (CF), promyelocytic leukemia (PML) body immunofluorescence, and γH2AX and 53BP1 foci. Shown are representative images from one of three independent experimental replicates. Scale bar, 10 µm. **(H)** Quantification of SA-β-Gal in G. One of three independent experimental replicates is shown. Data represent mean ± SD (*n* = 3, where each dot represents >100 cells counted). *, P < 0.01 by one-way ANOVA with Tukey’s multiple comparisons. **(I)** Quantification of CF in G. One of three independent experimental replicates is shown. Data represent mean ± SD (*n* = 3). *, P < 0.01 by one-way ANOVA with Tukey’s multiple comparisons. **(J)** Quantification of PML body foci in G. One of three independent experimental replicates is shown. Data represent mean ± SD (*n* = 3, where each dot represents >200 cells counted). *, P < 0.02 by one-way ANOVA with Tukey’s multiple comparisons. **(K)** Quantification of 53BP1 foci in G. One of three independent experimental replicates is shown. Data represent mean ± SD (*n* = 3, where each dot represents >200 cells counted). *, P < 0.01 by one-way ANOVA with Tukey’s multiple comparisons. **(L)** Quantification of γH2AX foci in G. One of three independent experimental replicates is shown. Data represent mean ± SD (*n* = 3, where each dot represents >200 cells counted). *, P < 0.01 by one-way ANOVA with Tukey’s multiple comparisons. **(M)** Proposed model of DOT1L-mediated SASP induction. Upon OIS, STING induces DOT1L expression, which methylates H3K79 at the *IL1A* locus. IL1A is then transported to the cell surface, where it contributes to the feed-forward mechanism of SASP induction.

In conclusion, our study provides a new understanding of epigenetic regulation of the SASP via the H3K79 methyltransferase DOT1L. This layer of control likely increases expression of SASP genes in a feed-forward pathway that is uncoupled from the senescence-associated cell cycle arrest. As the SASP has been implicated in contributing to detrimental effects of senescence, such as chemoresistance, tumor progression, and age-related pathologies, preventing SASP expression may be therapeutic in a wide range of diseases. Indeed, selective targeting of senescent cells using genetic models or senolytics has clearly demonstrated that inhibition of the SASP in cancer, aging, and other models is beneficial (Bussian et al., 2018; Chandra et al., 2020; Chang et al., 2016; Demaria et al., 2017; Jeon et al., 2017; Justice et al., 2019; Perrott et al., 2017; Suvakov et al., 2019; Wiley et al., 2018; Xu et al., 2015). Our findings provide a rationale for targeting the H3K79 methyltransferase DOT1L to alleviate the harmful effects of the SASP while maintaining a senescent state.

## Materials and methods

### Cells and culture conditions

Normal diploid IMR90 human fibroblasts (CCL-186; ATCC) and BJ-hTERT immortalized human foreskin fibroblasts (a gift from Dr. Patricia Opresko, University of Pittsburgh, Pittsburgh, PA) were cultured in 2% O_2_ in DMEM (10017CV; Corning) with 10% FBS supplemented with L-glutamine, nonessential amino acids, sodium pyruvate, and sodium bicarbonate. IMR90s were used between population-doubling numbers 25–35. HEK293FT (R70007; Thermo Fisher Scientific) and Phoenix cells (a gift from Dr. Gary Nolan, Stanford University, Stanford, CA) were cultured in DMEM (10013CV; Corning) with 5% FBS. Melanocytes (104-05A; Sigma-Aldrich) were cultured in melanocyte growth medium (135-500; Cell Applications). All cell lines were cultured with MycoZap (VZA2032; Lonza) and penicillin-streptomycin (30002Cl; Corning). All cell lines were routinely tested for mycoplasma as described in Uphoff and Drexler (2005). Briefly, cells were cultured for at least 48 h in antibiotic-free media. After 48 h, cell media were collected and pelleted by centrifugation at 1,500 x*g* for 5 min. Supernatant was transferred to a new tube and boiled for 5 min at 95°C. PCR was performed using a Bio-Rad T100 Thermal Cycler using the following reaction: 0.5 µl of 10 µM forward primer mix (forward primer #1, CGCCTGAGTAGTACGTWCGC; forward primer #2, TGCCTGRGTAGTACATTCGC; forward primer #3, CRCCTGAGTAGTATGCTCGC; forward primer #4, CGC​CTG​GGT​AGT​ACA​TTC​GC [R = mixture of G and A; W = mixture of T and A]), 0.5 µl of 10 µM reverse primer mix (reverse primer #1, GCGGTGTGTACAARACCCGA; reverse primer #2, GCG​GTG​TGT​ACA​AAC​CCC​GA [R = mixture of G and A]), 10 µl of Taq 2X Master Mix (M0270L; New England Biolabs), 7 µl of water, and 2 µl of sample media. The following amplification conditions were used: 15 min at 95°C; 30 cycles of 95°C for 30 s, 40 s at 62°C, followed by 30 s at 68°C; and a final extension of 5 min at 70°C. PCR products were analyzed on a 1.5% agarose gel and compared with positive control samples.

### Plasmids and antibodies

pBABE-puro-H-RAS^G12V^ (39526; Addgene), pBABE-BRAF^V600E^ (15269; Addgene), MSCB-hDot1Lwt (74173; Addgene), and pHIV-BRAFV600E-mOrange2 (110732; Addgene) were used. pLX304-IL1A (HsCD00441032) was obtained from DNASU Plasmid Repository. pLKO.1-shDOT1L and pLKO.1-shSTING plasmids were obtained from Sigma-Aldrich with the following The RNAi Consortium numbers (TCRNs): shDOT1L #1, TRCN0000020210 (CCG​GCC​GCA​AGA​AGA​AGC​TAA​ACA​ACT​CGA​GTT​GTT​TAG​CTT​CTT​CTT​GCG​GTT​TTT); shDOT1L #2, TRCN0000020209 (CCG​GCG​CCA​ACA​CGA​GTG​TTA​TAT​TCT​CGA​GAA​TAT​AAC​ACT​CGT​GTT​GGC​GTT​TTT); and shSTING, TRCN00000160281 (CCG​GCA​TGG​TCA​TAT​TAC​ATC​GGA​TCT​CGA​GAT​CCG​ATG​TAA​TAT​GAC​CAT​GTT​TTT​TG).

The following antibodies were obtained from the following suppliers: rabbit anti-histone H3 trimethyl K79 (ab208189; Abcam), rabbit anti-histone H3 dimethyl K79 (ab177184; Abcam), mouse anti-histone H3 (14269; Cell Signaling Technology), rabbit anti-DOT1L (77087; Cell Signaling Technology), rabbit anti-STING (13647; Cell Signaling Technology), rabbit anti-NF-κB-p65 (8242S; Cell Signaling Technology), rabbit anti-phospho-NF-κB-p65 (3033; Cell Signaling Technology), rabbit anti-cyclin A2 (ab181591; Abcam), rabbit anti-CDKN2A/p16INK4a (ab108349; Abcam), rabbit anti-p53 (OP43; Calbiochem), rabbit anti-RAS (610001; BD Transduction Laboratories), rabbit anti-BRAF (sc-5284; Santa Cruz Biotechnology), mouse anti-C/EBPβ (sc-7962; Santa Cruz Biotechnology), mouse anti-V5 Tag (R960-25; Thermo Fisher Scientific), mouse anti-vinculin (V9131; Sigma-Aldrich), mouse anti-β-actin (A1978; Sigma-Aldrich), mouse anti-PML (sc-966; Santa Cruz Biotechnology), mouse anti-γH2AX (05-636; EMD Millipore), rabbit anti-53BP1 (A300-272A; Bethyl Laboratories), mouse anti-IgG1 kappa (50-186-16; Thermo Fisher Scientific), and mouse anti-IL-1α (11-7118-81; Thermo Fisher Scientific). For Western blotting, secondary antibodies used were HRP-linked anti-mouse IgG (7076S, 1:8,000 dilution; Cell Signaling Technology) or HRP-linked anti-rabbit IgG (7074S, 1:5,000 dilution; Cell Signaling Technology). For immunofluorescence, secondary antibodies used were Cy3 AffiniPure Donkey anti-mouse IgG (715-165-150, 1:5,000 dilution; Jackson ImmunoResearch) or fluorescein AffiniPure Donkey anti-Rabbit IgG (711-095-152, 1:2,000 dilution; Jackson ImmunoResearch).

### Retroviral and lentiviral transduction and infection

Phoenix cells (a gift from Gary Nolan, Stanford University, Stanford, CA) were used to package retroviral infection viruses. Retrovirus production and transduction were performed using the BES-buffered saline (BBS)/CaCl_2_ method as described in Aird et al. (2013). Briefly, 30 µg of plasmid DNA was added to 0.5 mL of 0.25 M CaCl_2_, and 0.5 mL of 2× BBS (50 mM N,N-bis(2-hydroxyethyl)-2-aminoethanesulfonic acid, 280 mM NaCl, 1.5 mM Na_2_HPO_4_) was added in dropwise manner to the DNA/CaCl_2_ mixture and incubated at room temperature for 15 min. The DNA/CaCl_2_/BBS mixture was added dropwise to QNX in 9 ml fresh media cells. Media were changed after 24 h, and first and second round viral particles were collected and filtered 48 h and 72 h after transfection, respectively. Cells were infected with two rounds of 3 ml viral supernatant, 3 ml fresh media, and 6 µl of 8 mg/ml polybrene (H9268; Sigma-Aldrich). HEK293FT cells were used to package lentiviral viruses using the ViraPower kit (Invitrogen). Briefly, 3 µl of each pLP1, pLP2, and pLPV-SVG were placed in 3 ml of Opti-MEM Reduced Serum Medium (BRL 31985070; Gibco), and 36 µg of polyethylenimine (239661; Polysciences) was added to the plasmid and media mixture and incubated at room temperature for 20 min. Gently, 3 ml of transfection mix was added to cells for 6 h. After 6 h, media on cells were replaced with DMEM (10013CV; Corning) supplemented with 5% FBS. Viral supernatant was collected 48 h later. For lentivirus infections, 2 ml of viral supernatant, 4 ml of cell media, and 6 µl of 8 mg/ml polybrene was used. IMR90 and BJ-hTERT cells were infected with retrovirus and/or lentivirus as indicated in Fig. S1 A. IMR90 and BJ-hTERT cells were infected with two rounds of pBABE-Control, pBABE-HRAS^G12V^, or pBABE-BRAF^V600E^. Cells were selected with 1 µg/ml puromycin for 7 d. IMR90 and BJ-hTERT cells were also infected with pLKO.1-shGFP (control), pLKO.1-shDOT1L, or pLKO.1-shSTING where indicated and selected with 3 µg/ml puromycin for 4 d. Alternatively, IMR90 and BJ-hTERT cells were infected with two rounds of MSCB-hDot1lwt and selected with 1 µg/ml blasticidin for 4 d. IMR90 cells were infected with pBABE-Control or pBABE-HRAS^G12V^ following simultaneous infection with pLKO.1-shGFP (control) or pLKO.1-shDOT1L and pLX304-null (control) or pLX304-IL1A. Cells were selected with 3 µg/ml puromycin for 4 d. For the rescue experiment (Fig. 5), IMR90 cells were initially infected with pBABE-Control or pBABE-HRAS^G12V^ followed by a simultaneous infection with MSCB-hDot1lwt and pLKO.1-shGFP or pLKO.1-shSTING. Cells were selected with puromycin and blasticidin for 7 d. Melanocyte cells were infected with pLKO.1-shGFP or pHIV-BRAF^V600E^-mOrange2 followed by collection for experiments 30 d after infection.

### Mass spectrometry analysis of histone modifications

The cell pellet was resuspended in nuclear isolation buffer (15 mM Tris-HCl, pH 7.5, 60 mM KCl, 15 mM NaCl, 5 mM MgCl_2,_ 1 mM CaCl_2,_ 250 mM sucrose, 1 mM DTT, 1:100 Halt Protease Inhibitor Cocktail [78430; Thermo Scientific], and 10 mM sodium butyrate). Nuclei were resuspended in 0.2 M H_2_SO_4_ for 1 h at room temperature and centrifuged at 4,000 ×*g* for 5 min. Histones were precipitated from the supernatant by the addition of TCA at a final concentration of 20% TCA (vol/vol). Precipitated histones were pelleted at 10,000 ×*g* for 5 min, washed once with 0.1% HCl in acetone and twice with acetone, followed by centrifugation at 14,000 ×*g* for 5 min. Histones were air dried then resuspended in 10 µl of 0.1 M (NH)_4_HCO_3_ for derivatization and digestion according to Garcia et al. (2007). Peptides were resuspended in 100 µl 0.1% trifluoroacetic acid in water for liquid chromatography–tandem mass spectrometry (LC-MS/MS) analysis.

Multiple reaction monitoring was performed on a triple quadrupole mass spectrometer (TSQ Quantiva; Thermo Fisher Scientific) coupled with an UltiMate 3000 Dionex nano-LC system. Peptides were loaded with 0.1% trifluoroacetic acid in water at 2.5 µl/min for 10 min onto a trapping column (3 cm × 150 µm, Bischoff ProntoSIL C18-AQ, 3 µm, 200 Å resin) and then separated on a New Objective PicoChip analytical column (10 cm × 75 µm, ProntoSIL C18-AQ, 3 µm, 200 Å resin). Separation of peptides was achieved using solvent A (0.1% formic acid in water) and solvent B (0.1% formic acid in 95% acetonitrile) with the following gradient: 0%–35% solvent B at a flow rate of 0.30 µl/min over 45 min. The following triple quadrupole settings were used across all analyses: collision gas pressure of 1.5 mTorr, Q1 peak width of 0.7 (full width half maximum), cycle time of 2 s, skimmer offset of 10 V, and electrospray voltage of 2.5 kV. Monitored peptides were selected based on previous reports (Zheng et al., 2012; Zheng et al., 2013).

Raw MS files were imported and analyzed in Skyline software with Savitzky-Golay smoothing (MacLean et al., 2010). Automatic peak assignments from Skyline were manually confirmed. Peptide peak areas from Skyline were used to determine the relative abundance of each histone modification by calculating the peptide peak area for a peptide of interest and dividing by the sum of the peak areas for all peptides with that sequence. The relative abundances were determined based on the mean of three technical replicates, with error bars representing the standard deviation.

### Western blotting

Cell lysates were collected in sample buffer (2% SDS, 10% glycerol, 0.01% bromophenol blue, 62.5 mM Tris, pH 6.8, 0.1 M DTT), boiled to 95°C for 10 min, and sonicated. Chromatin samples were collected by trypsinizing and pelleting cells in 1× PBS at 3,000 rpm for 4 min. Cell pellets were washed with 1× PBS and pelleted again at 3,000 rpm for 4 min. Cell pellets were resuspended in a 10 mM Hepes-KOH (pH 8.0), 10 mM KCl, 1.5 mM MgCL_2_, 0.34 M sucrose, 10% glycerol, 1 mM DTT, 0.1 mM PMSF, and proteinase inhibitor cocktail buffer with a final pH of 7.5 (buffer A). 0.1% Triton X-100 was added to each sample and incubated on ice for 5 min. Samples were then centrifuged at 1,300 ×*g* for 4 min at 4°C. Following centrifugation, buffer was removed followed by addition of buffer A and centrifugation at 1,300 ×*g* for 4 min at 4°C two additional times. Buffer A was completely removed, and cell pellets were resuspended in 3 mM EDTA (pH 8.0), 0.2 mM EGTA, 1 mM DTT, 0.1 mM PMSF, and proteinase inhibitor cocktail buffer with a final pH of 8.0 (buffer B) and incubated on ice for 30 min. Samples were then centrifuged at 1,700 ×*g* for 4 min at 4°C. Following centrifugation, buffer was removed followed by addition of buffer B and centrifugation at 1,700 ×*g* for 4 min at 4°C two additional times. Buffer B was aspirated, and a half volume of 3× sample buffer and 1 volume of 1× sample buffer were added to each chromatin pellet.

Total protein and chromatin concentrations were obtained using the Bradford assay. An equal amount of total protein or chromatin was resolved using SDS-PAGE gels and transferred onto nitrocellulose membranes. Membranes were blocked with 5% nonfat milk or 4% BSA in TBS containing 0.1% Tween 20 (TBS-T) for 1 h at room temperature. Membranes were incubated overnight at 4°C in primary antibodies in 4% BSA/TBS and 0.025% sodium azide. Membranes were then washed four times in TBS-T for 5 min at room temperature followed by an incubation with the HRP-conjugated secondary antibodies listed above. Membranes were washed four times in TBS-T for 5 min at room temperature and visualized on film with SuperSignal West Pico PLUS Chemiluminescent Substrate (34580; Thermo Fisher Scientific).

### ChIP and ChIP-seq

ChIP was performed as previously described in (Aird et al., 2016) using the ChIP-grade antibodies described above. Cells were fixed in 1% paraformaldehyde for 5 min at room temperature and quenched with 1 mL of 2.5 M glycine for 5 min at room temperature. Cells were washed twice with cold PBS. Cells were lysed in 1 ml ChIP lysis buffer (50 mM Hepes-KOH, pH 7.5, 140 mM NaCl, 1 mM EDTA, pH 8.0, 1% Triton X-100, and 0.1% deoxycholate [DOC] with 0.1 mM PMSF and EDTA-free Protease Inhibitor Cocktail [P8340; Sigma-Aldrich]). Samples were incubated on ice for 10 min and then centrifuged at 3,000 rpm for 3 min at 4°C. The pellet was resuspended in 500 µl lysis buffer 2 (10 mM Tris, pH 8.0, 200 mM NaCl, 1 mM EDTA, and 0.5 mM EGTA with 0.1 mM PMSF and EDTA-free Protease Inhibitor Cocktail) and incubated at room temperature for 10 min. Samples were centrifuged at 3,000 rpm for 5 min at 4°C. Next, the pellet was resuspended in 300 µl lysis buffer 3 (10 mM Tris, pH 8.0, 100 mM NaCl, 1 mM EDTA, 0.5 mM EGTA, 0.1% DOC, and 0.5% N-lauroylsarcosine with 0.1 mM PMSF and EDTA-free Protease Inhibitor Cocktail). Cells were sonicated while on ice (10 s on, 50 s off). Next, 30 µl of 10% Triton X-100 was added to each tube, and samples were centrifuged at maximum speed for 15 min at 4°C. The supernatant was transferred to new tubes, and the DNA concentration was quantified. Samples were precleared for 1 h at 4°C on a rotator using 15 µl protein G Dynabeads (Thermo Fisher Scientific) in ChIP lysis buffer. Samples were centrifuged at maximum speed for 15 min at 4°C, after which the supernatant was transferred to a new tube. 50 µl of the antibody bead conjugate solution was added, and chromatin was immunoprecipitated overnight on a rotator at 4°C. The following washes were performed twice for 15 min each by rotating for 15 min at 4°C: ChIP lysis buffer, ChIP lysis buffer plus 0.65 M NaCl, wash buffer (10 mM Tris-HCl, pH 8.0, 250 mM LiCl, 0.5% NP-30, 0.5% DOC, and 1 mM EDTA, pH 8.0), and 10 mM Tris-HCl (pH 8.0) and 1 mM EDTA (pH 8.0). DNA was eluted by incubating the beads with fresh 50 mM Tris-HCl (pH 8.0), 10 mM EDTA (pH 8.0), and 1% SDS for 30 min at 65°C. Reversal of cross-linking was performed by incubating samples overnight at 65°C. Proteins were digested using 1 mg/ml proteinase K and incubating at 37°C for 5 h. Finally, the DNA was purified using the Wizard SV Gel and PCR Clean Up kit (A9282; Promega).

Immunoprecipitated DNA was analyzed by qPCR using iTaq Universal SYBR® Green Supermix (1725121; Bio-Rad). The following amplification conditions were used: 5 min at 95°C and 40 cycles of 95°C for 10 s and 30 s with 62°C annealing temperature. The assay ended with the following melting curve program: 15 s at 95°C, 1 min at 60°C, then ramping to 95°C while continuously monitoring fluorescence. All samples were assessed in triplicate. Enrichment of H3K79me2, H3K79me3, and DOT1L was determined and normalized to total histone H3. ChIP-qPCR primer sets are described in Table S4.

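The primer pairs for ChIP-qPCR in Table S4 each matched 1 site on the chromosome of their gene in GRCh38. For IL1A, which lies on the reverse strand of chromosome 2, the gene body amplicon spans 150 bp from 112783647 to 112783796. It covers untranslated and coding sequence of exon 2 and adjoining intron sequence, with its center 772 bp downstream of the start of the canonical transcript in GENCODE release 44. On the forward strand its sequence is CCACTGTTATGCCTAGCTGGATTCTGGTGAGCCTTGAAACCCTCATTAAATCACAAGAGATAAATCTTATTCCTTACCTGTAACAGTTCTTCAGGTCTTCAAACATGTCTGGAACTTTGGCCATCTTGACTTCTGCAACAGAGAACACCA. The IL1A promoter amplicon spans 103 bp from 112786276 to 112786378, centered 1834 bp upstream of that start and outside the gene. Its sequence is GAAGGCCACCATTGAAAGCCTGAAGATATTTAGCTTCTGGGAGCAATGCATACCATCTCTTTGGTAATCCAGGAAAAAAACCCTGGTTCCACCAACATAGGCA. For IL1B, on the same strand of chromosome 2, the gene body amplicon from 112835840 to 112835990 lies in intron 2, and the promoter amplicon from 112837251 to 112837382 is centered 538 bp upstream of the canonical transcript. For IL6 on chromosome 7, the gene body amplicon from 22728731 to 22728828 covers coding sequence of exon 3 and intron sequence. The IL6 promoter amplicon from 22726188 to 22726287 is centered 962 bp upstream of the canonical transcript, within the span of the gene as annotated with its longer transcripts. For CXCL8 on chromosome 4, the gene body amplicon from 73741541 to 73741738 covers coding sequence of exon 2 and intron sequence, and the promoter amplicon from 73739989 to 73740071 is centered 539 bp upstream. These GRCh38 positions were not converted to hg19 and are not compared here with the ChIP-seq regions.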

IMR90 cells induced to senescence by oncogenic RAS were prepared and analyzed through ChIP-seq using anti-histone H3 trimethyl K79 (ab208189; Abcam). ChIP-seq libraries were created using Kapa HyperPrep Kit (Roche Sequencing and Life Science). The unique dual index sequences (NEXTFLEX Unique Dual Index Barcodes, Bioo Scientific) were incorporated in the adaptors for multiplexed high-throughput sequencing. The final product was assessed for its size distribution and concentration using BioAnalyzer High Sensitivity DNA Kit (Agilent Technologies). The libraries were pooled and diluted to 3 nM using 10 mM Tris-HCl (pH 8.5) and then denatured using the Illumina protocol. The denatured libraries were loaded onto an S1 flow cell on an Illumina NovaSeq 6000 and run for 2 × 50 cycles according to the manufacturer’s instructions. Demultiplexed and adapter-trimmed sequencing reads were generated using Illumina bcl2fastq (released version 2.20.0.422). BBDuk (https://sourceforge.net/projects/bbmap) was used to trim/filter low-quality sequences using the “qtrim=lr trimq=10 maq=10” option. Next, alignment of the filtered reads to the human reference genome (GRCh38) was done using Bowtie 2 (version 2.3.4.3; Langmead and Salzberg, 2012). Only sequences that aligned uniquely to the human genome were used to identify peaks. Peaks were called using MACS2 (version 2.1.1) and annotated using HOMER (version 4.10) by supplying GRCh38.78.gtf as the annotation file.

For the ChIP-seq analysis, raw ChIP-seq data reads were aligned against the hg19 version of human genome using Bowtie (Langmead et al., 2009), and HOMER (Heinz et al., 2010) was used to generate BIGWIG files and call significant peaks versus input using the “-style histone” option. Peaks that passed the fourfold, FDR <5% threshold were considered. Normalized signals for significant peaks were derived from BIGWIG files using the bigWigAverageOverBed tool from the University of California, Santa Cruz, toolbox (Kent et al., 2010) with mean0 option. Fold differences between samples were then calculated with average input signal 0.4 used as a floor for the minimum allowed signal. 

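In control, 7858 of the 85692 regions (9.17%) had a signal at or below 0.4, and in RAS 2630 regions (3.07%). Both signals were at or below the floor in 763 regions, whose log2 ratio is 0 by this rule. The floor set the control signal alone in 7095 regions and the RAS signal alone in 1867, and their ratios are limits toward 0. A signal of exactly 0 was listed for 10 regions in control and 12 in RAS. The log2 ratios computed with this floor differed from those printed in Table S5 by at most 5.0e-06 over the regions of that table that were read here.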

Genes with transcript body overlapping significant peaks were considered to be putatively regulated by the histone modification. Processed data can be found in Table S5. Raw peak counts and analysis generated during this study are available from GEO accession no. GSE156591.

### RNA-seq

A total of 1 µg of RNA was used for cDNA library construction at Novogene using an NEBNext Ultra 2 RNA Library Prep Kit for Illumina (E7775; New England Biolabs). Briefly, mRNA was enriched using oligo(dT) beads followed by two rounds of purification and fragmented randomly by adding fragmentation buffer. The first-strand cDNA was synthesized using random hexamers primer, after which a custom second-strand synthesis buffer (Illumina), dNTPs, RNase H, and DNA polymerase I were added to generate the second strand (double-stranded cDNA). After a series of terminal repair, polyadenylation, and sequencing adaptor ligation, the double-stranded cDNA library was completed after size selection and PCR enrichment. The resulting 250–350-bp insert libraries were quantified using a Qubit 2.0 fluorometer (Thermo Fisher Scientific) and qPCR. Size distribution was analyzed using an Agilent 2100 Bioanalyzer. Qualified libraries were sequenced on an Illumina NovaSeq 6000 Platform using a paired-end 150 run (2 × 150 bases). 20 million raw reads were generated from each library.

For RNA-seq analysis, reference genome and gene model annotation files were downloaded from genome website browser (National Center for Biotechnology Information/University of California, Santa Cruz/Ensembl) directly. Indexes of the reference genome were built using STAR, and paired-end clean reads were aligned to the reference genome using STAR (version 2.5). STAR uses the method of maximal mappable prefix, which can generate a precise mapping result for junction reads. STAR counts the number of reads per gene while mapping, which coincide with those produced by htseq-count with default parameters. The fragments per kilobase of transcript per million (FPKM) of each gene was calculated based on the length of the gene and reads count mapped to this gene. Differential expression analysis between two conditions/groups (two biological replicates per condition) was performed using the DESeq2 R package (version 1.14.1). The resulting P values were adjusted using Benjamini and Hochberg’s approach for controlling the FDR. Genes with an adjusted P value (FDR) < 0.05 found by DESeq2 were assigned as differentially expressed. Processed data can be found in Table S6. Raw counts and differential expression analysis generated during this study are available at GEO accession no. GSE156648.

### Gene set enrichment analysis

Common genes between ChIP-seq and RNA-seq (FC >1.5 RAS versus control) were analyzed using the Broad Institute Gene Set Enrichment Analysis (GSEA) webtool (https://www.gsea-msigdb.org/gsea/msigdb/annotate.jsp) for Hallmarks and Reactome (Liberzon et al., 2015; Subramanian et al., 2005). Following GSEA documentation, indication terms were considered significant when the FDR-adjusted P value (q-value) was <0.25.

### RT-qPCR

Total RNA was extracted from cells using TRIzol and DNase treated, cleaned, and concentrated using Zymo columns (R1013; Zymo Research). Optimal density values of extracted RNA were obtained using NanoDrop One (Thermo Fisher Scientific). Only RNA with A260 and A280 ratios >1.9 was used. Relative expression of target genes listed in Table S4 were analyzed using the QuantStudio 3 Real-Time PCR System (Thermo Fisher Scientific). All primers were designed using the Integrated DNA Technologies tool (http://eu.idtdna.com/scitools/Applications/RealTimePCR; Table S4). A total of 25 ng RNA was used in One-Step qPCR (95089; Quanta BioSciences). The following amplification conditions were used: 10 min at 48°C, 5 min at 95°C, and 40 cycles of 10 s at 95°C and 7 s at the annealing temperature of 62°C. The assay ended with a melting curve program as follows: 15 s at 95°C, 1 min at 70°C, then ramping to 95°C while continuously monitoring fluorescence. All samples were assessed in triplicate. Relative quantification was determined while normalizing to multiple reference genes (*MRPL9*,* PUM1*, *PSMC4*) using the delta-delta Ct method.

### Cell surface staining of IL1A

Cells were washed two times with 1× PBS and harvested using trypsin. Cells were pelleted by centrifugation at 1,000 rpm for 5 min at 4°C and then washed twice with 3% BSA/PBS. Cells were stained (10 µl/1.5 × 10^5^ cells) with anti-IL1α (11-7118-81; Thermo Fisher Scientific) and anti-IgG1 kappa (50-186-16; Thermo Fisher Scientific) for 1 h on ice. An unstained control was also incubated on ice for 1 h. Cells were then pelleted by centrifugation at 1,000 rpm for 5 min at 4°C and washed with 3% BSA/PBS. Cell pellets were resuspended in 200 µl 3% BSA/PBS. Stained cells and unstained control cells were run on a 10-color FACSCanto flow cytometer (BD Biosciences). All data were analyzed using FlowJo software.

### Cytokine secretion quantification

The human cytokine antibody array C1000 (AAH-CYT-1000-2; RayBio) was used to quantify secreted factors. Conditioned media were obtained from cells that were washed with 1× PBS and incubated in serum-free media for 48 h. A 0.2-µm filter was used to filter conditioned media. Membranes were visualized on film. Individual spot signal densities were obtained using ImageJ software and normalized to cell number from which the conditioned media were obtained.

### Senescence-associated β-galactosidase activity assay

Cells were seeded at an equal density 24 h before assay. Cells were fixed for 5 min at room temperature using 2% formaldehyde/0.2% glutaraldehyde in 1× PBS. Cells were then washed twice with 1× PBS and stained with 40 mM Na_2_H PO_4_, 150 mM NaCl, 2 mM MgCl_2,_ 5 mM K_3_Fe(CN)_6_, 5 mM K_4_Fe(CN)_6_, and 1 mg/ml X-gal staining solution overnight at 37°C in a non-CO_2_ incubator. At least 100 cells per well were counted. Brightfield images were taken a room temperature using a Nikon Ts2 with a 20×/0.40 objective (Nikon LWD) equipped with a camera (Nikon DS-Fi3) and acquired using NIS-Elements D software.

### Immunofluorescence

Cells were seeded at an equal density on coverslips and fixed with 4% paraformaldehyde. Cells were washed four times with 1× PBS and permeabilized with 0.2% Triton X-100 in PBS for 5 min and then postfixed with 1% paraformaldehyde and 0.01% Tween 20 for 30 min. Cells were blocked for 5 min with 3% BSA/PBS followed by incubation of corresponding primary antibody in 3% BSA/PBS for 1 h at room temperature. Prior to incubation with secondary antibody in 3% BSA/PBS for 1 h at room temperature, cells were washed three times with 1% Triton X-100 in PBS. Cells were then incubated with 0.15 µg/ml DAPI in 1× PBS for 1 min, washed three times with 1× PBS, mounted with fluorescence mounting medium (9 ml of glycerol [BP229-1; Fisher Scientific], 1 ml of 1× PBS, and 10 mg of p-phenylenediamine [PX0730; EMD Chemicals]; pH was adjusted to 8.0–9.0 using carbonate-bicarbonate buffer [0.2 M anhydrous sodium carbonate, 0.2 M sodium bicarbonate]) and sealed. At least 200 cells per coverslip were counted. Images were obtained at room temperature using a Nikon ECLIPSE 90i microscope with a 20×/0.17 objective (Nikon DIC N2 Plan Apo) equipped with a camera (DS-Qi1). Images were acquired using NIS-Elements AR software and processed using ImageJ.

### Colony formation assay

Cells were seeded at an equal density in 6-well plates and cultured for 14 d. Cells were then fixed using 1% paraformaldehyde/PBS and stained with 0.05% crystal violet. 10% acetic acid was used to destain, and absorbance was measured at 590 nm using a SpectraMax 190 spectrophotometer.

### DMBA/TPA mouse treatment

The shaved back skin of female WT FVB/NJ mice between 7 and 8 wk of age was treated topically with a single dose of DMBA in acetone (25 µg in 250 µl). Beginning 1 wk after DMBA exposure, the mice were treated topically with twice-weekly doses of TPA in acetone (5 µg in 250 µl) for 15 wk. The mice were euthanized 16 wk after DMBA treatment. Papillomas were removed, and RNA was isolated by Tri Reagent extraction (TR118; Molecular Research Center).

### Statistical analysis

Data shown are three independent technical replicates performed from one independent experiment. At least three independent biological replicates were performed for each experiment shown unless specified otherwise. All statistical analyses were performed using GraphPad Prism 8.3.1 software. The appropriate statistical test was used as indicated to determine P values of raw data. For one-way ANOVA, post hoc analysis using Tukey’s multiple comparisons was performed. P < 0.05 was considered significant.

### Online supplemental material

Fig. S1 (complementary to Fig. 1) shows that other senescent cells also display increased H3K79 methylation and DOT1L expression, corresponding to increased *IL1A* and *KDM2B/KDM4D*, are unaltered in RAS-induced senescent cells. Fig. S2 (complementary to Fig. 2) demonstrates that knockdown of DOT1L in BRAF-induced senescent cells is similar to RAS-induced senescence. Fig. S3 (complementary to Figs. 3 and 4) shows that DOT1L overexpression in BJ-hTERT cells increases the SASP but does not affect other senescence markers and that p-p65 expression is not affected by DOT1L overexpression. Table S1 shows the raw data for the epiproteomics analysis in RAS versus control cells. Table S2 lists RAS versus control genes with peaks (FC >1.5) in ChIP-seq and upregulated (FC >1.5; FDR <0.25) in RNA-seq. Table S3 shows the integrated density of cytokines from antibody array. Table S4 lists primers used for the studies. Table S5 shows the annotated ChIP-seq peaks and analysis. Table S6 shows the RNA-seq differential expression analysis.

## Supplementary Material

Review History Click here for additional data file.

Table S1 shows the raw data for the epiproteomics analysis in RAS versus control cells. Click here for additional data file.

Table S2 lists RAS versus control genes with peaks (FC >1.5) in ChIP-seq and upregulated (FC >1.5; FDR <0.25) in RNA-seq. Click here for additional data file.

Table S3 shows the integrated density of cytokines from antibody array. Click here for additional data file.

Table S4 lists primers used for the studies. Click here for additional data file.

Table S5 shows the annotated ChIP-seq peaks and analysis. Click here for additional data file.

Table S6 shows the RNA-seq differential expression analysis. Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

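H3K79me3 ChIP-seq was analysed for 1 library of control IMR90 cells and 1 library of IMR90 cells expressing HRASG12V (RAS), each after 7 d of puromycin selection. The condition of each library was taken from the sample labels and the paper's methods. The mass spectrometry, blots, RT-qPCR, ChIP-qPCR and cytokine arrays of the paper were not used here.

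For each library the authors deposited a signal for each of 85692 regions, the mean height of their normalized track over the region with uncovered bases counted as 0, together with the Ensembl identifiers of the genes whose transcript body overlaps it. Both libraries have the same regions in the same order. According to the methods text that refers to Table S5, the authors aligned reads to hg19 with Bowtie, made the tracks and called regions against input with HOMER, and averaged the tracks with bigWigAverageOverBed. Another part of the methods describes trimming with BBDuk, alignment to GRCh38 with Bowtie 2 and peak calling with MACS2. How the regions of both libraries were joined and how each track was scaled are not given in the methods text. The floor is not applied in the deposited signals, which include values below 0.4, and the methods text does not say whether input was subtracted from the tracks. They carry no coordinates or region lengths; these were taken from Table S5, of which only the first part was read here, for IL1A, IL6 and CEBPB.

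From the deposited signals, log2(RAS/control) was computed for each region after raising values below 0.4 to 0.4. For IL6 the signals were averaged over its regions weighted by length. For other genes with several regions the lengths were not known, and the mean over regions was not weighted. A gene was counted as increased when at least 1 of its regions had a ratio above 1.5 and as decreased when at least 1 had a ratio below 1/1.5. The genes named are those in the paper's claims about H3K79me3, the enzymes DOT1L, KDM2B and KDM4D, HRAS, LMNB1, CDKN1A and CDKN2A, and the 5 genes with the highest and the 5 with the lowest ratio among genes with at least 4 regions. The last condition stands in for a total of at least 2000 bp, since no region in the part of Table S5 that was read is shorter than 500 bp; whether this holds for the others is not known. Lists of 53 SASP genes, 40 cell cycle genes and 5 reference genes were written before the data were examined. A list is described by the percentile of its median among the medians of 10000 random lists of the same size, drawn from genes in the same of 10 classes of mean signal. The percentile describes these libraries and is not a test between conditions. No p-value was computed.

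Gene types, GC content and gene length were taken from GENCODE release 44 and the GRCh38 sequence by Ensembl identifier, with an entry for 16317 of the 17152 genes with a region. No GRCh38 coordinate was combined with an hg19 region. Symbols of Table S2 were matched through GENCODE symbols and, for 2 genes, older symbols, which were used only for symbols that GENCODE does not list. The values of Table S6 are the paper's and were used for the genes in the part that was read.

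The computation used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. The gene calls and list percentiles were tested on simulated data. With 200 genes raised in simulated signals, 100% of them were called increased and 0% of the 16756 genes that shared no raised region. The simulated rise lay far above the 1.5-fold threshold, with no general shift between the libraries. The simulated noise was far smaller than the SD of 0.70 across the regions here. This outcome was therefore fixed in advance, and it gives no rate of false calls for these libraries. Of 100 random lists, 97% had a percentile in the middle 95%.

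The deposited signals hold no counts, so the depth of each library is unknown and no counting error, interval or smallest detectable signal could be given. With 1 library per condition, variation between cultures or library preparations cannot be separated from the difference between conditions. The alternatives tried were a floor of 1, no floor, RAS scaled to a median log2 ratio of 0, the region with the largest change only, regions with a signal of at least 1 in either library, other rules and thresholds for counting genes (of which 22 were added after the values were seen), protein-coding genes only, and lists that were not matched or restricted to genes with at least 4 regions.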

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

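The paper's analysis of H3K79me3 covers regions assigned to genes. Among the 3556 regions assigned to no gene, 1181 had a ratio of RAS over control above 1.5, which is 33.2% of them, and 720 had a ratio below 1/1.5. Their median log2 ratio was 0.22, against 0.48 for regions in genes. If a ratio above 1.5 depended only on the signal level of a region, regions in genes at the same mean signal would exceed 1.5-fold as often. They did so for 46.3%, a difference of −13.1 percentage points for regions outside genes, so signal level alone does not account for their lower share at this threshold. Above a log2 ratio of 1.5, a threshold chosen after the values were seen, the share was not lower, with 227 regions or 6.38% outside genes and 5.78% in genes. The SD of the log2 ratios was 0.90 outside genes and 0.69 in genes. The regions below 1/1.5 made up 20.2% outside genes and 7.53% in genes. Whether these regions lie near genes, in repeats or in regions of poor mappability was not tested. Coordinates were at hand only for the part of Table S5 that was read. With RAS scaled to a median log2 ratio of 0, the median of the regions outside genes would lie below 0. No biological explanation was tested.

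CDKN2A and KDM4D are named in the paper without a claim about H3K79me3 at their loci, and both had a ratio above 1.5 in RAS. At CDKN2A, which encodes p16, the log2 ratio was 0.70 over 3 regions, with an SD between regions of 0.90 and single regions from 0.28 to 1.87. At KDM4D it was 0.63 in its 1 region. Relative to the median of all regions the log2 ratios were 0.23 and 0.17, so the mean over regions exceeds 1.5-fold at neither gene under the alternative scaling, while the highest region of CDKN2A still does. Among the 1000 genes nearest in GC content, 76.2% had a lower log2 ratio than CDKN2A and 61.5% a lower one than KDM4D. Both values are within the middle 95% of genes of like GC content, but the genes were picked for their ratio and there is 1 library per condition, so a real increase at either locus cannot be told apart from the GC content of the gene or from the scaling of the RAS library.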

How the results depend on the processing

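The alternatives below were set before the data were examined, except where stated. The log2 ratio at IL1A was 1.69 and stayed above 0 under every alternative run, but its size depended on the floor, because the control signal lies under it. It was 0.37 with a floor of 1, which is below a ratio of 1.5, 2.01 with no floor, and 1.22 with RAS scaled to a median log2 ratio of 0. The floor of 1 lies above the median control signal of all regions, 0.920. Restriction to the region with the largest change or to a signal of at least 1 has no bearing on IL1A, since IL1A has 1 region that passes. IL6 stayed below 0 under every alternative run. Scaling lowered it to −0.77, and the others, including a mean not weighted by length that was added after the values were seen, moved it by less than the SD between its regions. For CEBPB, scaling gave −0.997, and the other alternatives cannot move it, since both of its signals lie above every floor tried. IL1B and CXCL8 had no region under any setting. The median log2 ratio of all regions was 0.48 with no floor and 0.53 over regions with a signal of at least 1 in either library, against 0.47. The 93 matched genes of Table S2 were all called increased with RAS scaled, and 81 of them by the mean over regions. Their counts under the other alternatives were added after the values were seen. All 93 were called with no floor, a fold change of 2 or a signal of at least 1, and 91 among protein-coding genes. A floor of 1 called 77, as did the rule with no region past 1.5-fold the other way. The rule on every region called 34.

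The number of increased genes, 9829, and of decreased genes, 4460, depended on the rule. With a floor of 1 there were 6510 increased and 1617 decreased genes, with RAS scaled 5964 and 8207, with the mean over regions 5015 and 887, with every region past 1.5-fold 2474 and 729, and with a fold change of 2 6326 and 2237. With no region past 1.5-fold the other way, 1721 genes were decreased. Decreases outnumbered increases only with RAS scaled. With no floor, a signal of at least 1 or protein-coding genes only, both counts stayed within 1.5 times.

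The following rules were added after the values were seen. At a log2 ratio of 1.5, 748 genes were decreased and 2889 increased. Of increased genes, there were 2504 among protein-coding genes, 2220 over regions with a single gene, 2108 with both, 2580 by the first-listed gene, 2657 by distinct gene entries, 2740 with no region past a log2 ratio of 1.5 the other way, 1825 with none past 1.5-fold the other way, 1538 with a control signal of at least 0.4, 3706 with no floor and 1029 with at least 2 such regions. At log2 ratios of 1.4 and 1.6, there were 3681 and 2083, and 1850 at 1.6 among protein-coding genes. At 1.5-fold, 5469 genes passed by the median of their regions and 5284 by the mean log2 ratio. Among protein-coding genes, 3654 passed by the median, 3489 by the mean log2 ratio, 3256 by the mean signal, 1026 by every region and 5000 with none past 1.5-fold the other way. Among regions with a single gene, 6655 passed, within 1.5 times of the main count.

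The cell cycle list stayed at a percentile of 0 under each alternative run. The SASP list, at 0.03, was at 0.01 by the region with the largest change, but at 60.9 among genes with at least 4 regions, which left 14 of its genes. Lists matched on the number of regions per gene left the whole list at 0.02, and the cause was not tested further. The 5 reference genes, at 36.3, were at 29.2 with lists not matched, 79.3 by the region with the largest change and 55.65 among genes with at least 4 regions, which left 2.

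Regions 2 kb upstream of genes, weights by region length over all regions, and overlap of separately called regions were not run, since coordinates and lengths were at hand only for the part of Table S5 that was read and the regions are the same in both libraries. No paired analysis was possible because each condition has 1 library. The unknown depth limits every ratio of a weak region, and no count error is given beside it.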

Differences from the paper's values

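The paper's number of genes with increased H3K79me3 is 1952, and 9829 genes had a region with a ratio of RAS over control above 1.5 here. Of the alternatives set before the data were examined, the one that required every region of the gene to exceed 1.5-fold gave 2474, within 1.5 times of the paper's number. The others did not come within 1.5 times of it: a floor of 1 (6510), no floor (9907), RAS scaled (5964), the mean over regions (5015), no region past 1.5-fold the other way (7090), a fold change of 2 (6326), a signal of at least 1 in either library (9437) and protein-coding genes only (7481). After the values were seen, 22 further rules were tried against the paper's number, which makes 32 rules in all. Of these 22, 11 came within 1.5 times of it, all with a threshold on the log2 ratio of 1.5 or 1.6, from 1538 to 2889 genes. None of the 32 rules gave 1952. The nearest count below it was 1850 and the nearest above it 2083, both at a log2 ratio of 1.6, a threshold the paper does not name. With so many rules tried against a single number, a near match by itself says little about the rule behind the paper's number. Of the rules within 1.5 times, 11 name a set of genes, and 10 of these leave out genes of Table S2. The requirement on every region called 34 of the 93 matched genes, and the rules at a log2 ratio of 1.6 called 80 and 78. The exception was a log2 ratio of 1.5 in at least 1 region, which called all 93 but 2889 genes in total; this comparison was made after the values were seen.

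The paper gives a fold change above 1.5 as the threshold for Table S2. All 93 matched genes of that table also had a region with a log2 ratio above 1.5, the lowest being 1.53; this was noticed after the values were seen. Of all genes with a region, 2889 or 16.8% had such a region. The paper's 1.5 may therefore refer to the log2 ratio, which would lower the count from 9829 to 2889. A ratio of 1.5 in any region would also admit genes whose highest region lies below a log2 ratio of 1.5, and none of the 93 does. This argues against a ratio of 1.5 in any region as the rule behind Table S2. The rule behind the paper's number was not settled, since neither count is 1952. The paper's text gives 95 common genes, and Table S2 as read here lists 94.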

Other observations

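Every pattern below was found in the same 2 libraries on which it was tested. The tests on signal level for the gene lists and for genes with lowered RNA, on the number of regions for the SASP and cell cycle lists, and on scaling were chosen only after the result was seen.

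Cell cycle genes had lower H3K79me3 in RAS. Of the 40 genes listed, 38 had a region, and 36 of these had a log2 ratio below 0, with a median of −0.52, or −0.99 relative to the median of all regions. LMNB1, one of them, had −0.58 over 12 regions. None of the 10000 random lists had a lower median, a percentile of 0, whether matched on signal level, on GC content and gene length, or on the number of regions per gene. Scaling cannot be excluded for the sign of the change. The median of −0.52 holds with the deposited scaling, and the alternative scaling can only lower it, but the factor between the libraries is unknown. A constant factor would move all genes alike, which leaves the position of the list among other genes. A candidate explanation is that the mark is lost at genes shut off in the senescence arrest, a hypothesis that 1 library per condition cannot settle and that, for the sign, cannot be told apart from the scaling.

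SASP genes were not higher as a group. Of 53 genes listed, 33 (62.3%) had a region. Their median log2 ratio was 0.03 with the deposited scaling and −0.44 relative to the median of all regions, with 10 genes above 1.5-fold and 4 below 1/1.5. The percentile of the list was 0.03 among lists matched on signal level, 0.18 with lists matched on GC content and gene length, for which all 33 genes had values, and 0.02 with lists matched on the number of regions per gene. These properties therefore did not hide a higher group. The low position was not seen among the 14 SASP genes with at least 4 regions, whose median of 0.45 was at a percentile of 60.9. The genes without a region are not covered.

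For the IL1A region, the low signal of the region and GC content were examined as explanations of its ratio. Its log2 ratio exceeded that of 94.2% of the 1000 regions nearest in mean signal, within the middle 95%, and that of 99.6% of the 1000 genes nearest in GC content. The rank among genes of like GC content lies outside the middle 95%, but the paper selected IL1A from these libraries, so it shows little. The regions of like signal include ones that may be truly increased, so the rank among them cannot show whether low signal produces the ratio, and this explanation remains open.

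Regions of weak to moderate signal had the highest ratios. In the 10 equal classes of regions ordered by mean signal, the median log2 ratio was 0.26 in the lowest, 0.89 in the next and 0.31 in the highest. Across 11546 protein-coding genes, which are not independent replicates, the log2 ratio fell with GC content (Spearman's rho −0.32) and rose with gene length (rho 0.25). GC content and gene length were themselves related (rho −0.53). The median log2 ratio was 0.55 in the class of genes lowest in GC content and 0.09 in the highest of 10. Within classes of like signal, the median rho with GC content was −0.17 and ranged from −0.22 to −0.12, so signal level accounts for a part of the relation and not for all of it. A difference in GC bias between the library preparations remains a candidate explanation, and without replicates it cannot be told apart from a change in the cells.

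Most regions were higher in RAS, and scaling of the RAS library is a possible explanation. The 5 reference genes had a median log2 ratio of 0.25, which differs from that of all genes by −0.12, and would have a median below 0 with the alternative scaling. With 5 genes that range from −0.70 to 0.65, the tracks alone cannot tell a constant factor from a general increase of the mark. The paper reports an increase of the mark in RAS cells by mass spectrometry and by immunoblot of chromatin. Those measurements do not depend on the scaling of the tracks, so they speak for a general increase. They were not analysed here, and how much of the shift between the tracks such an increase accounts for is unknown.

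Genes with more regions were called increased more often, and more regions give more chances to exceed a threshold. When the log2 ratios were shuffled over the regions 100 times, a mean of 12026 genes had a region above 1.5-fold, from 11906 to 12166, against 9829 observed. Since the regions of a gene shared part of their log2 ratio, shuffling could hardly give fewer genes, and the total does not decide the matter. The share of increased genes was 28.3% with 1 region and 97.6% with at least 10, against 42.6% and 99.9% after shuffling, a comparison chosen after the values were seen. The rise with the number of regions is thus also present after shuffling, and the observed shares were lower in both classes. The intraclass correlation was 0.20 over the 10257 genes with at least 2 regions and an entry in GENCODE release 44. After the medians of classes of GC content and gene length were removed it was 0.16, so that 80.4% of it was left. Other explanations, such as tracks that vary along the chromosome, were not tested.

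The readable part of Table S6, which holds the paper's RNA-seq values, had 432 genes with an adjusted p-value and an H3K79me3 region. Genes with raised RNA did not have a higher median H3K79me3 ratio than all 432 genes. The paper gives a fold change above 1.5 and an adjusted p-value below 0.25 as thresholds. By these, 95 of the genes were raised, with a median log2 H3K79me3 ratio of 0.27 against 0.34 for all 432. The share of raised genes was not compared with the paper's total. Whether the readable part represents all genes, or the paper applied this threshold in the same way, was not tested. Among random lists drawn from the 432 genes without matching, the median of the raised genes was at a percentile of 6.58. The percentile was 39.4 for lists matched on signal level and 80.0 with GC content and gene length matched. The position of the raised genes thus depended on the matching. Each of these percentiles lies within the middle 95%, so they show neither a higher nor a lower group. Of the raised genes, 13.7% had a region above a log2 ratio of 1.5, a percentile of 29.6 among lists matched on the number of regions per gene, against 19.2% of all 432. Lower H3K79me3 at genes with lowered RNA was noticed only while the raised genes were examined. The 81 genes with lowered RNA had a median of 0.19, at a percentile of 0.08 without matching. The percentile was 0 with lists matched on signal level, 0 with GC content and gene length matched, and 0.01 with the number of regions per gene matched. Yet 24.7% of them had a region above a log2 ratio of 1.5. A constant factor between the libraries would move all 432 genes alike, which leaves the position of the genes with lowered RNA among them. The relation is a hypothesis, since the variation between libraries cannot be tested with 1 library per condition. Across the 432 genes, Spearman's rho between the paper's RNA change and the H3K79me3 ratio was 0.05.

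Values at other genes named in the paper were a log2 ratio of 0.16 at DOT1L over 6 regions, −0.22 at KDM2B over 25, and −0.14 at CDKN1A over 2. HRAS, whose mutant form was expressed from a vector, had −0.23 in its 1 region. DOT1L was at −0.31 relative to the median of all regions. The 5 genes with at least 4 regions and the lowest ratios were PTPRN2 (−1.64), MYBL2 (−1.20), LZTS1 (−1.14), WDR76 (−1.14) and HUNK (−1.12).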
